# Genes Involved in the Balance between Neuronal Survival and Death during Inflammation

**DOI:** 10.1371/journal.pone.0000310

**Published:** 2007-03-21

**Authors:** Isaias Glezer, Ariel Chernomoretz, Samuel David, Marie-Michèle Plante, Serge Rivest

## Abstract

Glucocorticoids are potent regulators of the innate immune response, and alteration in this inhibitory feedback has detrimental consequences for the neural tissue. This study profiled and investigated functionally candidate genes mediating this switch between cell survival and death during an acute inflammatory reaction subsequent to the absence of glucocorticoid signaling. Oligonucleotide microarray analysis revealed that following lipopolysaccharide (LPS) intracerebral administration at striatum level, more modulated genes presented transcription impairment than exacerbation upon glucocorticoid receptor blockage. Among impaired genes we identified ceruloplasmin (Cp), which plays a key role in iron metabolism and is implicated in a neurodegenative disease. Microglial and endothelial induction of Cp is a natural neuroprotective mechanism during inflammation, because Cp-deficient mice exhibited increased iron accumulation and demyelination when exposed to LPS and neurovascular reactivity to pneumococcal meningitis. This study has identified genes that can play a critical role in programming the innate immune response, helping to clarify the mechanisms leading to protection or damage during inflammatory conditions in the CNS.

## Introduction

The presence of infection is recognized by receptors for specific elements called the pathogen-associated molecular patterns (PAMPs) that are produced by microorganisms. Recognition of these PAMPs by antigen-presenting cells is the first step of a complex inflammatory reaction that characterizes the innate immune response [1]. Lipopolysaccharide (LPS), a major component of the outer membranes of Gram-negative bacteria, is the best-known target of innate recognition and induces a robust inflammatory response by antigen-presenting cells. The endotoxin activates a transient innate immune reaction via Toll-like receptor 4 (TLR4) and the rapid interaction of its Toll/IL-1R homology domain with myeloid differentiation factor 88 [2], [3]. This leads to downstream signaling that activates NF-κB, a critical player in transcriptional activation of numerous pro-inflammatory genes [4]. Interaction of LPS with its cognate TLR4 can also activate interferon pathway through other adaptor and signaling molecules [1]. Collectively, these signaling events and transcriptional processes are essential for eliminating pathogens and preparing the transfer to a more specific acquired immune response.

Glucocorticoids (GCs) are potent endogenous anti-inflammatory molecules. Activated GC receptors (GRs) are able to interfere with the transactivation potential of the p65 NF-κB subunit as well as AP-1. Other mechanisms explaining the effects of GCs on gene transcription have been proposed, including the competition between GRs and NF-κB for nuclear coactivators, such as CREB-binding protein and p300 (CBP/p300) [5]. The mechanisms involved in the effects of GCs on gene expression in the central nervous system (CNS) remains largely unknown [6].

Intracerebral LPS administration causes a strong and time-dependent transcriptional activation of inflammatory genes in microglial cells ipsilateral to the site of injection and this acute reaction is not associated with neuronal damage or demyelination [7], [8]. However, the inflammatory response lasts longer in the brain of animals that are treated with the GR antagonist RU486 before the endotoxin, which then becomes highly toxic to neural cells [9], [10]. These data provide evidence that without a proper inhibitory feedback by GCs, an acute inflammatory response may have serious detrimental consequences for the brain.

Here we aimed to determine the genes that are differentially regulated by LPS in the presence or absence of the GR signaling. We took advantage of this unique *in vivo* model to identify the key players involved in the delicate balance between cell survival and death during a natural innate immune reaction in the CNS. While the use of neurotoxins is limited to access the contribution of the innate immunity to brain damage due to either direct or indirect microglia activation by their ability to cause neuronal death, the model used in the present study is unique and appropriated in this regard. The comparison between LPS alone and LPS combined to RU486 offers an adequate paradigm because the deregulated innate immune reaction is directly responsible for the cell fate. Functional analysis of the differentially regulated genes between the two conditions led to the selection of ceruloplasmin (Cp) as a candidate protective gene and to the investigation of its role in neuroinflammatory contexts, providing a model to illustrate the beneficial mechanisms engaged by the CNS innate immune response.

## Results

### Functional analysis of the differential neuroinflammatory gene expression in presence or absence of endogenous GCs

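LPS engages Toll-like receptor 4 on cells of the brain, and RU486 blocks the glucocorticoid receptor (GR) through which corticosterone acts. The arrays show both arms of the experiment at once, since a set of genes followed LPS and another followed RU486. Mice of the C57Bl/6 strain received RU486 at 50 mg/kg or its vehicle DMSO, and 4 h later 1 µl of saline with or without 2.5 µg of LPS was infused into the right caudate putamen. The mice were killed 12 h after the infusion, and RNA of the tissue around the caudate putamen of each side was hybridized to Affymetrix MOE430A chips. The 37 arrays form 8 groups. On the ipsilateral side, 5 arrays came from saline, 5 from LPS, 4 from RU486 and 5 from LPS/RU486 mice, and on the contralateral side 4, 6, 4 and 4. The authors summarised the chips with RMA, and the deposited values are intensities on a linear scale, of which the log2 was taken. Array medians were 229.65 to 246.15, so no further scaling was applied. All 22626 probe sets other than the 64 controls were fitted in limma with 1 mean per group, and a probe set was called changed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.3. The number of arrays per group limits the precision of every value. Gene lists were tested with camera, and these lists, the comparisons and the rule for naming genes were written before the deposited values were examined. The paper's supplementary lists, which come from the same arrays, had been read when the naming rule was written. The list of GR-repressed genes was taken from the study itself. The choices were therefore not blind to the paper's results. In a fit of the ipsilateral arrays alone, probe sets were chosen for 2 scores. The RU486 score of an array is the mean log2 intensity of 92 probe sets that rose with RU486 in that fit, averaged over saline and LPS mice, and were not called for LPS, minus that of 196 that fell, and the LPS score is the mean of 29 probe sets that rose with LPS both with and without RU486 in the same fit. The array labelled contralateral LPS replicate 6 had an RU486 score of 0.58, against -0.63 to -0.232 in the 5 other arrays of its group. The array labelled contralateral RU486 replicate 4 had a score of -0.665, against 0.451 to 0.588 in the 3 others. Both were kept as labelled.

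**Figure D1:**
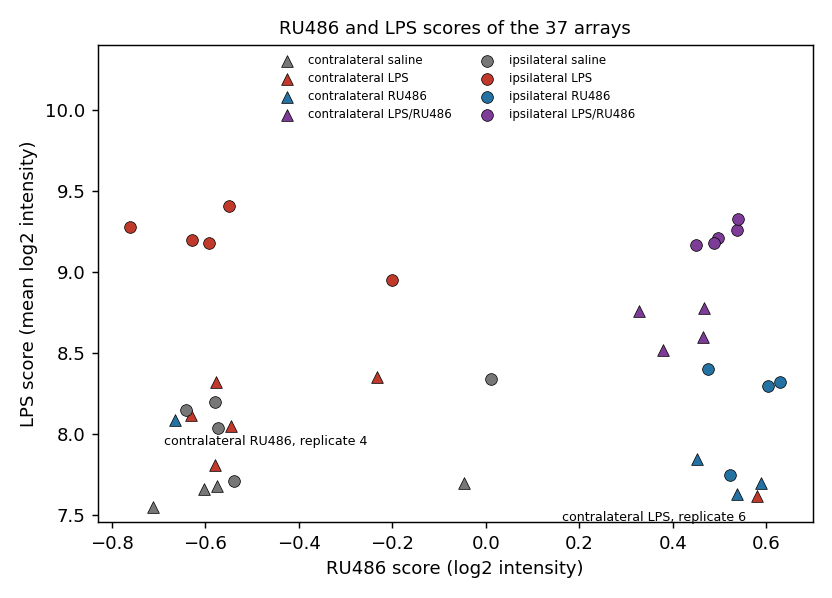
LPS score and RU486 score (both in log2 units) of the 37 arrays, 1 point per array and 1 colour per group. The arrays labelled contralateral LPS replicate 6 (0.58) and contralateral RU486 replicate 4 (-0.665) lie outside their groups along the RU486 score.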

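On the injected side LPS changed 383 probe sets, 334 of them higher and 49 lower than after saline, which stand for 271 genes. The neutrophil chemokine Cxcl2 (1449984_at) had a log2 intensity of 6.74 ± 0.623 (SD, n = 5) after saline and 9.63 ± 0.77 (SD, n = 5) after LPS. The log2 fold change of Cxcl2 was 2.89 (standard error 0.303, adjusted p = 1.04e-07 from limma), with 5 of 5 LPS arrays above every saline array. Ccl3, a chemokine of macrophages, rose by a log2 fold change of 2.75 (standard error 0.343, adjusted p = 2.51e-06 from limma), also in 5 of 5 arrays. The itaconate enzyme Acod1 rose by 2.33 (standard error 0.198, adjusted p = 3.79e-09 from limma) in 5 of 5 arrays. On the contralateral side limma called 0 probe sets, and 1314 had an unadjusted p under 0.05. The count there was 2 without contralateral LPS replicate 4 and 1 without contralateral saline replicate 2 or contralateral saline replicate 3, and it was 12 when p was adjusted over all comparisons together. Most of the probe sets called on the injected side nevertheless moved the same way on the other side, 326 of the 334 raised ones upward, with a median log2 fold change of 0.23 against 0.65, and 48 of the 49 lowered ones downward. Arrays of the 2 sides may come from the same mice, and how many would move the same way without an LPS effect was not tested. Cxcl2 had a contralateral log2 fold change of 0.81 (standard error 0.309, adjusted p = 0.792 from limma), with 5 of 6 LPS arrays above every saline array. A direct test of the difference between the sides called 11 probe sets. For 10 of them LPS raised expression more on the injected side, and these belong to Il12b, Clec4e, Acod1, AW112010, Tnfaip2, Ptges, Il6, Il1rn and Cd44, and the remaining 1, C1qa, fell more there. For Acod1 the difference was 2.06 on the log2 scale (adjusted p = 0.000449 from limma), for Il6 1.28 (adjusted p = 0.00214) and for the probe sets of the cytokine Il12b 1.70 and 1.65 (adjusted p = 0.0011 and 0.000662). Without 1 array the number of probe sets that differed between the sides was 5 (contralateral saline replicates 1, 2 or 3, contralateral LPS replicate 4, ipsilateral saline replicate 1 or ipsilateral LPS replicate 3), 6 (contralateral LPS replicate 6 or ipsilateral saline replicate 5), 7 (ipsilateral LPS replicate 1 or 2) or 57 (ipsilateral LPS replicate 5). With the replicate number as a block and all arrays kept, it was 5.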

Our design allowed the detection of 345 probe sets representing 286 different genes (gene IDs) significantly modulated 12 h after intrastriatal LPS injection in the ipsilateral side of the injection (no significant changes were observed in contralateral side). These probes are listed in the dataset S1. The 12 h time-point was selected to avoid early gene expression noise caused by mechanical damage and late confounding patterns originating from potential damage subsequent to the LPS/RU486 treatment. Approximately 86.3% of the genes modulated by LPS were upregulated while ∼14.7% were downregulated. 

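Genes that LPS raised outnumbered those it lowered by a wide margin. Counted as genes, 232 of the 271 LPS-modulated genes were higher (85.6%) and 39 were lower (14.4%). Counted as probe sets, the shares were 87.2% and 12.8%. The lowered probe sets also changed by less, with a median log2 fold change of -0.49. Without the fold limit of 1.3, 672 probe sets passed the adjusted p.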

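Many genes for chemokines, cytokines and the receptors and adaptors that sense LPS rose on the injected side. Of 37 genes for chemokines and cytokines, 19 were higher and none was lower (19 higher when adjusted over the list alone), and the list as a whole ranked above other genes (camera, adjusted p = 1.37e-29, and adjusted p = 0.00515 with an estimated correlation between genes). Among them, Ccl5, which attracts T cells, had a log2 intensity of 9.10 ± 0.83 (SD, n = 5) after saline and 11.4 ± 0.322 (SD, n = 5) after LPS. The log2 fold change of Ccl5 was 2.30 (standard error 0.321, adjusted p = 1.4e-05 from limma), higher in 5 of 5 arrays than in any saline array, and that of the cytokine Il6 was 1.45 (standard error 0.145, adjusted p = 4.44e-08 from limma) in 5 of 5 arrays. Of 22 genes of TLR and NF-kappaB signaling, 15 were higher and none was lower (15 higher when adjusted over the list alone). Camera gave this list an adjusted p = 4.04e-28, and adjusted p = 0.00515 with an estimated correlation. They included Cd14, the LPS co-receptor, with a log2 fold change of 1.36 (standard error 0.222, adjusted p = 0.000122 from limma) in 5 of 5 arrays, and the inhibitors Nfkbia, Tnfaip3 and Nfkbiz. Of 19 genes of JAK-STAT signaling, 6 were higher and none was lower (6 higher when adjusted over the list alone). The camera test of the list gave an adjusted p = 3.88e-09, and adjusted p = 0.0358 with an estimated correlation. Socs3, a feedback inhibitor of this pathway, rose by 1.10 on the log2 scale (standard error 0.172, adjusted p = 6.53e-05 from limma) in 5 of 5 arrays. Of 21 genes typical of neutrophils and monocytes, 10 were higher and none was lower (10 higher when adjusted over the list alone). By camera, the list had an adjusted p = 9.2e-16, and adjusted p = 0.0358 with an estimated correlation. S100a8 and S100a9, the subunits of calprotectin, rose by 2.71 and 2.64 (adjusted p = 0.000305 and 0.000337 from limma), each in 4 of 5 arrays.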

Among the upregulated genes, many were linked to the inflammatory signaling. In addition to these expected data, genes induced by LPS in CNS are linked to various biological processes that range from acute-phase response to cell differentiation and angiogenesis. 

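Several acute-phase reactants and most genes of a list for the activated vessel wall were higher after LPS on the injected side. Of 25 acute-phase genes, 9 were higher and 1 was lower (10 higher and 1 lower when adjusted over the list alone). Their median log2 fold change was 0.17 and their mean 0.56, since a few members rose by far more than the rest (camera adjusted p = 3.16e-10, but adjusted p = 0.0691 with an estimated correlation). Ptx3, a pentraxin that binds microbes, had a log2 intensity of 7.16 ± 0.311 (SD, n = 5) after saline and 9.18 ± 0.867 (SD, n = 5) after LPS, a log2 fold change of 2.02 (standard error 0.259, adjusted p = 4.49e-06 from limma) with 5 of 5 LPS arrays above every saline array. Hp, which binds free hemoglobin, rose by 0.80 (standard error 0.15, adjusted p = 0.000752 from limma) in 4 of 5 arrays. The 1 lower gene was Itih3, with a log2 fold change of -0.42. Of 21 genes of vascular activation and matrix remodelling, 14 were higher and none was lower (15 higher when adjusted over the list alone). Tested as a set with camera, they had an adjusted p = 1.33e-21, and adjusted p = 0.00724 with an estimated correlation. Adamts1, a matrix protease that restrains angiogenesis, rose by 1.02 (standard error 0.204, adjusted p = 0.00155 from limma) and the stromelysin Mmp3 by 0.92 (standard error 0.132, adjusted p = 2.1e-05 from limma), each in 5 of 5 arrays. The adhesion molecules Sele, Vcam1 and Icam1, the prostaglandin enzymes Ptgs2 and Ptges, and the vasoactive peptides Edn1 and Adm were also among the raised members of this list.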

Downregulated genes by the endotoxin included mainly transcription factors and those encoding proteins related to brain development, metabolism, myelination and transport. This information can be found in figure 2, dataset S1 and figure S1.

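Some transcription regulators of neural development, myelin genes, microglial genes and transporters of the blood-brain barrier were lower after LPS on the injected side, while most members of their lists did not pass the test. Of 26 transcription regulators of neural development, 5 were lower and none was higher (7 lower when adjusted over the list alone). Camera gave this list an adjusted p = 0.000279, but adjusted p = 0.0995 with an estimated correlation. Id4, an inhibitor of basic helix-loop-helix factors, had a log2 fold change of -0.51 (standard error 0.09, adjusted p = 0.000379 from limma) and Olig2 of -0.42 (standard error 0.0836, adjusted p = 0.00165 from limma), with 5 of 5 LPS arrays below every saline array for both. Of 23 genes of oligodendrocytes and myelin, 5 were lower and none was higher (7 lower when adjusted over the list alone). The camera test of the list gave an adjusted p = 7.19e-08, but adjusted p = 0.0757 with an estimated correlation. Evi2a had a log2 intensity of 8.92 ± 0.127 (SD, n = 5) after saline and 8.29 ± 0.155 (SD, n = 5) after LPS, a log2 fold change of -0.63 (standard error 0.0985, adjusted p = 6.53e-05 from limma) with 5 of 5 arrays lower. Of 18 genes of homeostatic microglia, 4 were lower and none was higher (6 lower when adjusted over the list alone). By camera, the list had an adjusted p = 2.27e-05, and adjusted p = 0.0365 with an estimated correlation. Csf1r, the receptor on which microglia depend, had a log2 fold change of -0.43 (standard error 0.0685, adjusted p = 0.000101 from limma) in 5 of 5 arrays, and -0.36 after a second quantile normalization or -0.37 as the mean over its probe sets, both under the fold limit. Of 22 genes of brain endothelium, 3 were lower and none was higher (4 lower when adjusted over the list alone). Tested as a set with camera, they had an adjusted p = 0.000445, but adjusted p = 0.157 with an estimated correlation. The thyroid hormone transporter Slco1c1 had a log2 fold change of -0.88 (standard error 0.13, adjusted p = 3.48e-05 from limma), lower in 5 of 5 arrays. Genes typical of thalamic neurons were lower as well, 3 of 15 by the test (4 adjusted over the list alone, camera adjusted p = 4.76e-09, but adjusted p = 0.0883 with an estimated correlation), and all 15 had a negative log2 fold change.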

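RU486 given before LPS mostly lowered expression on the injected side, and most of what it lowered had been raised by LPS. Comparing LPS/RU486 with LPS on that side, 527 probe sets differed (376 genes), 142 higher and 385 lower. AW112010, an interferon-responsive transcript, and Ccl5 were among those that fell, Ccl5 with a log2 fold change of -2.07 (standard error 0.321, adjusted p = 6.66e-05 from limma) and 5 of 5 LPS/RU486 arrays below every LPS array. Oligodendrocyte genes were among those that rose, such as Olig1 with a log2 fold change of 0.77 (standard error 0.112, adjusted p = 3.08e-05 from limma) in 5 of 5 arrays. The paper counts upregulation as prevented also where it was partly prevented, by 50% or more, and refers for other details to its Text S1, which was not used here. With that limit taken as a share of 0.5 of the LPS contrast, 244 probe sets were selected (180 genes). Upregulation by LPS was prevented for 202 probe sets and downregulation for 20, upregulation was exacerbated for 20, and 2 probe sets were induced only by the combination. Leaving out 1 array moved the exacerbated probe sets to between 14 and 22, and those induced only by the combination to 4 without contralateral LPS/RU486 replicate 4 and to 35 without contralateral LPS/RU486 replicate 2.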

Regarding gene expression comparing LPS effects in presence or absence of RU486, 235 probe sets (representing 200 different gene IDs) were selected according to our strategy (listed in dataset S2). It should be noted that these probe sets do not overlap with genes that are modulated by RU486 independently of LPS and/or side effect interactions (GR-blockage main effect; 47 probe sets-see figure S1 C). 

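Averaged over saline and LPS mice and both sides, RU486 lowered more genes than it raised. A GR-blockage main effect, with no interaction and no LPS effect called, was found for 203 probe sets (153 genes), 56 higher and 147 lower under RU486. Fkbp5, which encodes a GR co-chaperone and is a classic target of the receptor, had a log2 intensity of 10.5 ± 0.311 (SD, n = 5) after saline and 9.53 ± 0.0211 (SD, n = 4) after RU486 on the ipsilateral side. Over all groups its log2 fold change under RU486 was -1.02 (standard error 0.125, adjusted p = 8.38e-07 from limma). Arc, a gene of synaptic activity, had a log2 fold change of -1.22 (standard error 0.135, adjusted p = 2.36e-07 from limma), with 4 of 4 RU486 arrays below every saline array and 5 of 5 LPS/RU486 arrays below every LPS array on the ipsilateral side. Dio2, the enzyme that activates thyroid hormone, had -0.78 (standard error 0.0855, adjusted p = 2.22e-07 from limma) with the same separation of the arrays. Among the genes that rose, the myelin protein gene Pllp had 0.60 (standard error 0.0692, adjusted p = 4.76e-07 from limma), again with 4 of 4 and 5 of 5 arrays. The only probe set shared by the main effect and the selected probe sets was that of Gem, at 0.48 (adjusted p = 3.29e-07 from limma).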

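For many genes that RU486 lowered in LPS mice, GR blockage brought expression back to about the level after saline. Of the 334 probe sets raised by LPS on the injected side, 202 (146 genes) fell by at least the share of 0.5 of the LPS contrast when RU486 was given first. The matrix protease Mmp3 had a log2 intensity of 6.14 ± 0.168 (SD, n = 5) after saline, 7.07 ± 0.457 (SD, n = 5) after LPS and 6.15 ± 0.0723 (SD, n = 5) after LPS/RU486. Between LPS/RU486 and LPS the log2 fold change was -0.91 (standard error 0.132, adjusted p = 2.56e-05 from limma), with 5 of 5 LPS/RU486 arrays below every LPS array. For Acod1, this difference was -2.06 (standard error 0.198, adjusted p = 3.4e-08 from limma), also in 5 of 5 arrays. Over the 202 probe sets, the median log2 fold change was 0.71 for LPS, 0.14 for LPS under RU486 and -0.16 for RU486 without LPS. The interaction of LPS and RU486 was called over all probe sets tested for 4 of the 202 (Igsf6, Acod1, AW112010 and Marco). Adjusted over the class alone, 166 of the 202 passed, but the class was chosen on arrays that the interaction also uses. Over all probe sets the interaction was called for 5, and for 3 to 71 when 1 array was left out. Both axes of Fig. 1D use the same LPS arrays, which by itself gives a negative relation across probe sets. The correlation across all probe sets, which are not independent replicates, was -0.65, against -0.502 on average in data simulated without any effect. With the LPS arrays split between the axes, its median over 10 splits was -0.5193 (-0.5894 to -0.3965). The axes then share no LPS array, so the simulated -0.502 is not the reference for this value. The negative relation thus remained where no LPS array was shared. In all, 206 probe sets were both raised by LPS and lowered by RU486. Of 21 genes of vascular activation and matrix remodelling, 7 were lower and 1 was higher with LPS/RU486 than with LPS (7 lower and 2 higher when adjusted over the list alone). Camera gave this list an adjusted p = 6.4e-09, but adjusted p = 0.0883 with an estimated correlation. Of 21 genes of neutrophils and monocytes, 8 were lower (9 when adjusted over the list alone). The camera test of the list gave an adjusted p = 6.97e-09, but adjusted p = 0.0934 with an estimated correlation.

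**Figure D2:**
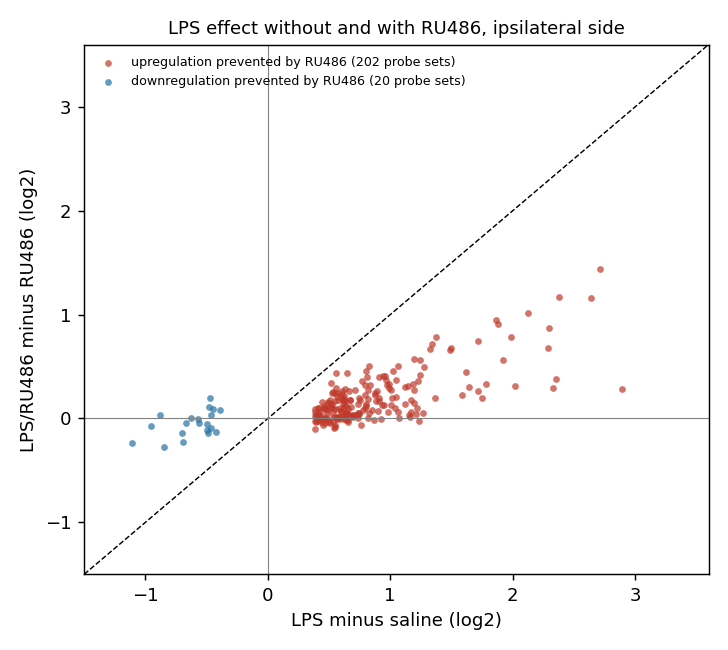
LPS effect on the injected side without RU486 (horizontal) and under RU486 (vertical), both as log2 fold changes, for the 202 probe sets with LPS upregulation prevented and the 20 with LPS downregulation prevented, 1 point per probe set. The dashed line marks equal effects, and the median of the 202 probe sets falls from 0.71 to 0.14.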

As depicted by the figure 1D (ipsilateral side), most genes differently expressed when evaluating the effect of RU486 on LPS-treatment (LPS/RU486–LPS contrast) were those wherein LPS upregulation was prevented (or partially prevented in at least 50%) by GR blockage. This gene subset represents approximately 54.9% of the LPS modulated genes (upregulated and downregulated). 

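RU486 prevented the rise of some LPS-induced genes and left others raised. Genes with prevented upregulation were 53.9% of the LPS-modulated genes, and their probe sets were 52.7% of all LPS-modulated probe sets and 60.5% of those raised. The remaining 132 raised probe sets included those of Cxcl2 and Ccl3. For Cxcl2, LPS/RU486 differed from LPS by -0.48 on the log2 scale (standard error 0.303, adjusted p = 0.451 from limma), with 0 of 5 arrays below every LPS array. Under RU486, LPS still raised Cxcl2 by 2.47 (standard error 0.321, adjusted p = 4.58e-05 from limma) and Ccl3 by 2.19 (standard error 0.363, adjusted p = 0.00122 from limma). In all, 28 of the 334 raised probe sets were also higher in LPS/RU486 than in RU486 mice, among them those of Tlr2, Nfkbia, Tnfaip3, Ptgs2 and Icam1. In this last comparison 30 probe sets were called, all higher, and 16 without ipsilateral RU486 replicate 1.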

In general, genes with such behavior were found across many categories of biological processes (Fig. 2). Unexpectedly, genes related to host response against pathogens and remarkably, viral and interferon response, were also upregulated by LPS in a manner that is prevented by RU486 (see also figure S1 A, B).

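Sensors of viral RNA, antiviral effectors and interferon-inducible GTPases rose with LPS and fell when RU486 was given first. Of 47 genes of the interferon and antiviral response, 39 were higher after LPS and none was lower (40 higher when adjusted over the list alone). By camera, the list had an adjusted p = 1.61e-51, and adjusted p = 0.0209 with an estimated correlation. LPS/RU486 lowered 33 of them relative to LPS and raised none (34 lower when adjusted over the list alone). Tested as a set with camera, they had an adjusted p = 1.8e-41, and adjusted p = 0.0365 with an estimated correlation. Trim30a, an antiviral ubiquitin ligase, had a log2 intensity of 8.84 ± 0.425 (SD, n = 5) after saline, 10.0 ± 0.46 (SD, n = 5) after LPS and 8.50 ± 0.175 (SD, n = 5) after LPS/RU486. Its log2 fold change was 1.20 with LPS (standard error 0.197, adjusted p = 0.000135 from limma) and -1.54 with RU486 on LPS (adjusted p = 5.23e-06 from limma), each with 5 of 5 arrays beyond every array of the other group. Oasl2, a relative of the 2'-5' oligoadenylate synthetases, fell by 1.88 with RU486 on LPS (standard error 0.26, adjusted p = 1.46e-05 from limma) in 5 of 5 arrays. Rsad2, which encodes viperin, rose by 1.60 with LPS (standard error 0.323, adjusted p = 0.00174 from limma) and changed by 0.15 with RU486 on LPS (adjusted p = 0.897 from limma), with 0 of 5 arrays beyond the LPS arrays. The interaction of LPS and RU486 had a median log2 value of -0.56 over the 47 genes (26 lower when adjusted over the list alone, camera adjusted p = 1.37e-29, but adjusted p = 0.0741 with an estimated correlation), and limma called 0 of them over all probe sets. Of 15 genes of MHC class I antigen presentation, 9 were higher after LPS (9 when adjusted over the list alone, camera adjusted p = 6.03e-10, but adjusted p = 0.0718 with an estimated correlation) and 10 were lower with LPS/RU486 than with LPS (10 when adjusted over the list alone). Camera gave this list an adjusted p = 1.77e-10, but adjusted p = 0.0691 with an estimated correlation. The immunoproteasome subunit Psmb8 rose by 0.98 (standard error 0.197, adjusted p = 0.00167 from limma) and fell by 1.24 with RU486 on LPS (adjusted p = 9.44e-05 from limma), each in 5 of 5 arrays.

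**Figure D3:**
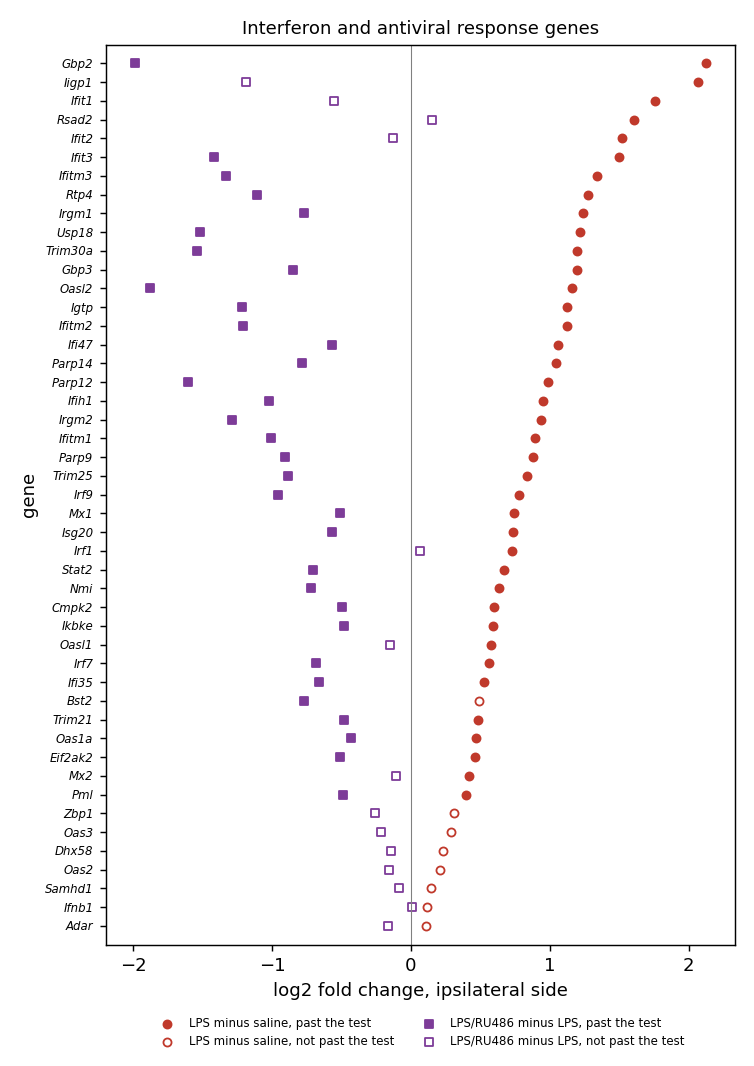
Log2 fold changes of the 47 genes of the interferon and antiviral response on the injected side, for LPS against saline and for LPS/RU486 against LPS, 1 pair of points per gene. Filled points passed the test, 39 for LPS and 33 for RU486 on LPS.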

**Figure 1:**
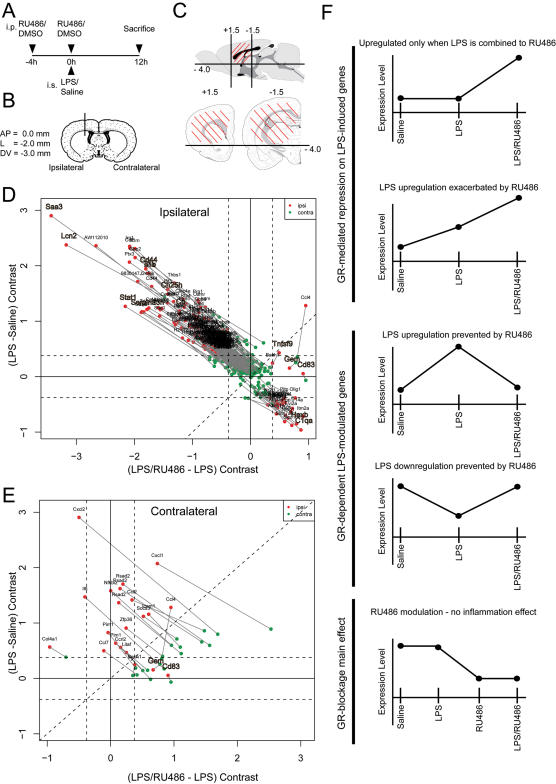
Gene profiling of CNS LPS response in presence or absence of functional GR signaling. (A) Treatment schedule of animals. (B and C) Schematic representation of the injection site and brain area dissected for RNA isolation, respectively. (D) A 2-contrast plot of genes selected as differently expressed in ipsilateral side when LPS injection was performed in mice pre-treated or not with RU486. The abscissa axis represents the difference (contrast) between LPS/RU486 treatment and LPS single treatment (RMA expression levels); ordinate axis represents the LPS *vs*. Saline contrast. Red dots represent ipsilateral contrast value; green dots, represent contralateral contrast values. Genes highlighted in the diagram were selected for validation experiments. Dashed lines: 30% fold-change. (E) Similar to “D”, but in regard to contralateral side. (F) Representation of the gene expression behavior associated with RU486 effects on LPS-induced changes, defining how these groups of genes are described in the text. Abbreviations: AP, antero-posterior; contra, contralateral; DV, dorso-ventral; i.p., intra-peritoneal; ipsi, ipsilateral; i.s., intrastriatal; L, lateral.

**Figure 2:**
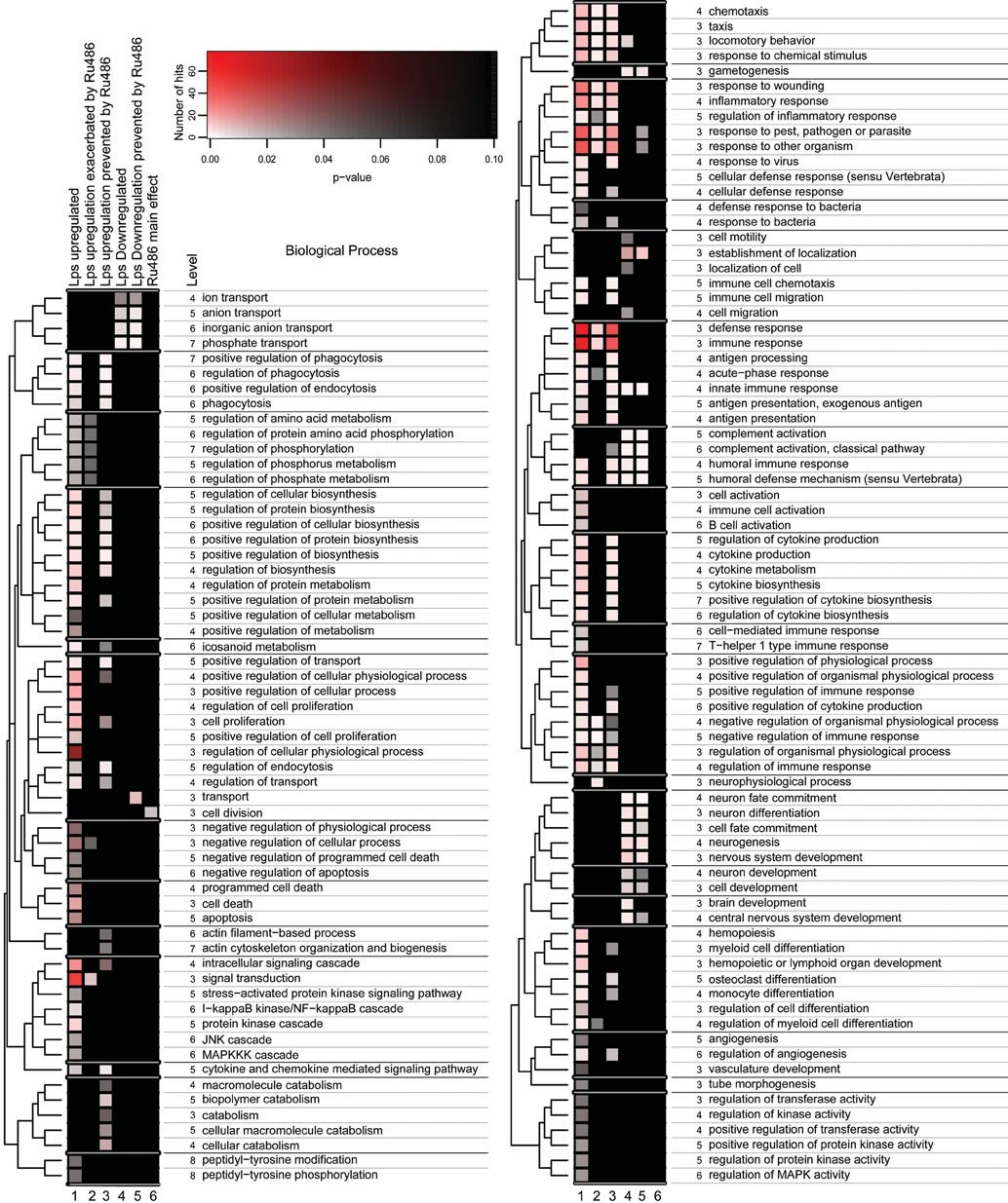
Functional classification and biological relevance of the differently expressed genes. The plot showing significant biological processes (hypergeometric distribution) associated with six different lists of differently expressed genes (LPS upregulated, LPS upregulation exacerbated by RU486, LPS upregulation prevented by RU486, LPS downregulated, LPS dowregulation prevented by RU486 and RU486 main effect). Hierarchical clustering of the Gene Ontology nodes was performed as described in text S1. A color/intensity code assigns number of genes and p-value for each biological process associated with the lists' heat map.

In contrast, only 18 genes presented a GR-mediated repression on LPS-induced gene expression, many of them detected as differently expressed in the contralateral side (Fig. 1E). These genes can be divided into: a) those already upregulated by LPS, such as chemokines, cytokines, JAK-STAT pathway, regulators of transcription and others; b) genes only induced when LPS is combined to RU486, namely a cell-surface antigen of activated dendritic cell (Cd83), a GTPase of the RGK family (Gem) and a transcription factor of the CNC-bZip family (Bach1).

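Most genes that the study lists as repressed through GR were higher with LPS/RU486 than with LPS on the side away from the infusion. Between these groups 91 probe sets differed on the contralateral side, 29 higher and 62 lower, and 527 on the ipsilateral side, 142 higher and 385 lower. The classes of exacerbated upregulation held 20 probe sets of 15 genes over both sides. The adhesion molecule Icam1 had a contralateral log2 intensity of 8.16 ± 0.338 (SD, n = 6) after LPS and 9.24 ± 0.317 (SD, n = 4) after LPS/RU486, a log2 fold change of 1.08 (standard error 0.2, adjusted p = 0.00518 from limma) with 4 of 4 LPS/RU486 arrays above every LPS array. Il6 rose by 0.84 (standard error 0.147, adjusted p = 0.00311 from limma), also in 4 of 4 arrays. Of the 18 genes that the study lists as repressed through GR, 15 were higher on the contralateral side (16 when adjusted over the list alone, camera adjusted p = 5.15e-45, and adjusted p = 0.000584 with an estimated correlation) and 5 on the ipsilateral side (7 higher and 1 lower when adjusted over the list alone). The camera test of the list gave an adjusted p = 8.62e-07, but adjusted p = 0.17 with an estimated correlation. The study chose these genes on the same samples, so the counts are not independent evidence. RU486 without LPS also raised 4 of the 18 on the ipsilateral side (5 when adjusted over the list alone). The median log2 fold change of the 18 was 0.34 there, against 0.29 with RU486 on LPS. Camera gave an adjusted p = 7.9e-07, but adjusted p = 0.17 with an estimated correlation. The interaction of LPS and RU486 there had a median of -0.03 (camera adjusted p = 0.312). Contralaterally RU486 without LPS called 0 of the 18, with a median of 0.22 against 0.81 with RU486 on LPS. Without 1 array the number of contralateral probe sets was 39 (LPS replicate 1), 51 (LPS replicate 2), 56 (LPS replicate 3), 259 (LPS replicate 6), 25 (LPS/RU486 replicate 1), 338 (LPS/RU486 replicate 2), 53 (LPS/RU486 replicate 3) or 33 (LPS/RU486 replicate 4), and it was 317 without the contralateral arrays LPS replicate 6 and RU486 replicate 4, an alternative chosen after seeing the data. When the groups compared were fitted alone, the count was 6 (5 higher and 1 lower) and the call of Icam1 was lost. This turned the balance of the main fit (29 higher and 62 lower), and so did several other settings. More were higher than lower with the contralateral arrays alone (14 and 7), at a fold limit of 2 (10 and 3) and at an adjusted p under 0.01 (17 and 11). The same held without LPS/RU486 replicate 1 (17 and 8) or replicate 4 (20 and 13). As in the main fit, more were lower with the replicate number as a block, 278 in all (61 higher and 217 lower), and with array weights, 503 in all (164 higher and 339 lower).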

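Cd83, Gem and Bach1 rose with LPS/RU486 over LPS, and the change with LPS alone did not pass the test for any of them on either side. Ccl4, a macrophage chemokine raised by LPS on the injected side (log2 fold change 1.27, standard error 0.136, adjusted p = 1.36e-07 from limma, 5 of 5 arrays), rose further with RU486 by 0.95 on that side (adjusted p = 2.09e-05 from limma) in 5 of 5 arrays. Cd83 had a contralateral log2 intensity of 7.65 ± 0.187 (SD, n = 6) after LPS and 8.59 ± 0.225 (SD, n = 4) after LPS/RU486, a log2 fold change of 0.94 (standard error 0.0838, adjusted p = 1.22e-08 from limma). For Gem this change was 0.77 (standard error 0.105, adjusted p = 0.000167 from limma) and for Bach1 0.72 (standard error 0.141, adjusted p = 0.00917 from limma). All 4 LPS/RU486 arrays lay above every LPS array for these 3 genes, and the calls of Gem and Bach1 were lost when the 2 groups were fitted alone. The contralateral call of Bach1 was also lost with the contralateral arrays alone, and its probe set 1449311_at was not called on that side. LPS alone gave log2 fold changes on the injected side of 0.05 for Cd83 (adjusted p = 0.751 from limma), 0.15 for Gem (adjusted p = 0.446) and 0.33 for Bach1 (adjusted p = 0.213), with 1, 2 and 2 of 5 arrays above every saline array. Another probe set of Bach1, 1449311_at, had 5 of 5, and with array weights Bach1 was called, at 0.43. Contralaterally the log2 fold changes with LPS alone were -0.06 for Cd83 (adjusted p = 0.852), 0.26 for Gem (adjusted p = 0.792, 5 of 6 arrays above every saline array) and 0.03 for Bach1 (adjusted p = 0.962). In RU486 mice, LPS on the injected side raised Cd83 by 0.54 (adjusted p = 0.000821 from limma) and Gem by 0.58 (adjusted p = 0.00699 from limma), and the change of Bach1, 0.48, did not pass the test (adjusted p = 0.604). This call of Gem was lost without ipsilateral RU486 replicate 1 (0.50) or ipsilateral LPS/RU486 replicate 1 (0.51). The signal of Gem was dim, with log2 intensities of 4.83 to 6.12 over all arrays. Its probe set was absent when dim probe sets were left out, so its calls were not tested in that setting. RU486 without LPS also raised Cd83 on the injected side, by 0.42 (adjusted p = 0.0162 from limma) in 4 of 4 arrays.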

Similarly to the transcripts that were upregulated following LPS administration, RU486 prevented the dowregulation of 25 out of 42 genes, implying that endogenous GCs are required for both upregulation and downregulation of a considerable number of genes. 

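Microglial receptors, oligodendrocyte genes and a transporter of the blood-brain barrier returned toward their level after saline when RU486 preceded LPS, while for Id4 and Zic1 the change did not pass the test. Downregulation was prevented for 20 of the 49 lowered probe sets, which stand for 17 of 39 genes. This count was 37 without ipsilateral LPS replicate 5, and it was 38 with the ipsilateral arrays alone, 65 with array weights, 64 without the fold limit, 12 at an adjusted p under 0.01, 1 at a fold limit of 2, 2 when tested against a fold of 1.3, and 34 without the 2 contralateral arrays that stood apart, chosen after seeing the data. Evi2a had a log2 intensity of 8.98 ± 0.138 (SD, n = 5) after LPS/RU486, higher than after LPS by 0.70 (standard error 0.0985, adjusted p = 2e-05 from limma) with 5 of 5 arrays above every LPS array. For the transporter Slco1c1 the difference was 0.72 (standard error 0.13, adjusted p = 0.000576 from limma) and for the microglial receptor Csf1r 0.54 (standard error 0.0685, adjusted p = 4.66e-06 from limma), both in 5 of 5 arrays. Id4, by contrast, differed by 0.06 (standard error 0.09, adjusted p = 0.825 from limma), with 1 of 5 arrays above every LPS array, and Zic1 by 0.17 (adjusted p = 0.697), with 2 of 5. The other probe sets of Id4, 1423260_at and 1450928_at, differed by 0.09 (adjusted p = 0.71, 0 of 5 arrays) and 0.32 (adjusted p = 0.186, 4 of 5 arrays). Of 23 genes of oligodendrocytes and myelin, 7 were higher with LPS/RU486 than with LPS and none was lower (7 when adjusted over the list alone). By camera, the list had an adjusted p = 2.1e-09, but adjusted p = 0.062 with an estimated correlation. The single gene of 15 in the list of thalamic neurons that passed this test was Ramp3 (1 when adjusted over the list alone), and all 15 were higher (camera adjusted p = 0.00334, but adjusted p = 0.385 with an estimated correlation). From the prevented rises and falls together, the paper proposes that endogenous glucocorticoids are needed both for the upregulation and for the downregulation of many genes by LPS.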

A comprehensive exploration of microarray data is illustrated by the figure S1 (A–F), while figure 2 shows the main findings related to biological process according to Gene Ontology (GO) classification.

### Validation and anatomical distribution of representative genes modulated by GR and LPS signaling in the CNS

Several genes were selected for validation by *in situ* hybridization according to transcript behavior and functional relevance. These included acute-phase reactants (APRs) (Saa3, Lcn2 and Serpina3n), genes with GR-mediated repression on LPS induction (Gem, Cd83 and Tnfsf9) and other transcripts modulated by GR signaling. In this particular case, RU486 essentially prevented gene upregulation (Cd44, Stat1, Ch25h and Il1b) or downregulation (C1qa and Hexb) by LPS. 

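The acute-phase reactants fell below their level in LPS mice when RU486 was given, and Gem, Cd83 and Tnfsf9 rose above it. Saa3, a serum amyloid A of macrophages, had a log2 intensity of 8.12 ± 0.816 (SD, n = 5) after saline, 11.0 ± 1.12 (SD, n = 5) after LPS and 7.61 ± 0.0976 (SD, n = 5) after LPS/RU486 on the injected side. Saa3 had a log2 fold change of 2.90 with LPS (standard error 0.412, adjusted p = 1.96e-05 from limma), above every saline array in 4 of 5 LPS arrays, and -3.41 with RU486 on LPS (adjusted p = 2.01e-06 from limma) in 5 of 5. Lcn2, which binds bacterial siderophores, rose by 2.38 (standard error 0.555, adjusted p = 0.00864 from limma) and had -3.18 with RU486 on LPS (adjusted p = 0.000346 from limma), both in 5 of 5 arrays. Without ipsilateral saline replicate 1 the rise of Lcn2 was 1.94 and did not pass the test. The protease inhibitor Serpina3n rose by 1.17 (standard error 0.298, adjusted p = 0.0205 from limma) in 4 of 5 arrays and had -1.86 with RU486 on LPS (adjusted p = 9.81e-05 from limma) in 5 of 5. The rise of Serpina3n did not pass without ipsilateral saline replicate 1 (0.99) or 4 (1.06), or ipsilateral LPS replicate 2 (1.11) or 4 (1.01). Tnfsf9, the ligand of a costimulatory receptor of T cells, had a log2 intensity of 7.33 ± 0.0699 (SD, n = 5) after saline, 7.76 ± 0.104 (SD, n = 5) after LPS and 8.26 ± 0.0619 (SD, n = 5) after LPS/RU486. It rose by 0.43 with LPS (standard error 0.0664, adjusted p = 5.91e-05 from limma) and by a further 0.49 with RU486 (adjusted p = 1.09e-05 from limma), each in 5 of 5 arrays. There RU486 on LPS also raised Gem by 0.67 (standard error 0.103, adjusted p = 6.09e-05 from limma) and Cd83 by 0.91 (standard error 0.0821, adjusted p = 9.7e-09 from limma), again in 5 of 5 arrays.

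**Figure D4:**
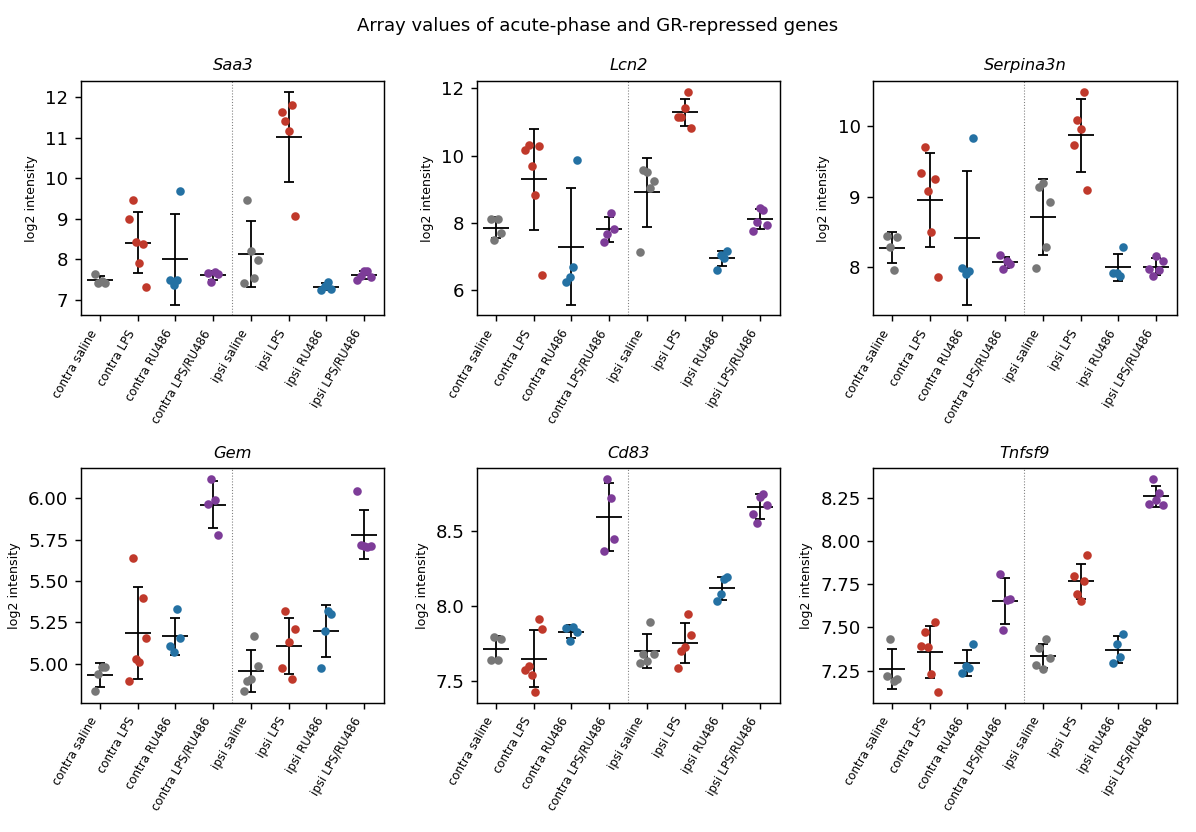
Log2 intensity of Saa3, Lcn2, Serpina3n, Gem, Cd83 and Tnfsf9 in the 8 groups, 1 point per array, with the mean and SD of each group. On the injected side Saa3 averages 11.0 after LPS and 7.61 after LPS/RU486.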

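Cd44, Ch25h and Il1b rose with LPS and C1qa fell, and each returned close to its level after saline under RU486. The hyaluronan receptor Cd44 had a log2 intensity of 7.57 ± 0.391 (SD, n = 5) after saline, 9.49 ± 0.692 (SD, n = 5) after LPS and 7.71 ± 0.145 (SD, n = 5) after LPS/RU486. Its log2 fold change was 1.92 with LPS (standard error 0.258, adjusted p = 8.87e-06 from limma) and -1.78 with RU486 on LPS (adjusted p = 2.85e-05 from limma), with 5 of 5 arrays beyond every array of the other group. Ch25h, which makes 25-hydroxycholesterol, rose by 1.49 (standard error 0.239, adjusted p = 0.000101 from limma) and had -1.43 with RU486 on LPS (adjusted p = 0.000196 from limma), each in 5 of 5 arrays. The cytokine gene Il1b rose by 1.78 (standard error 0.222, adjusted p = 2.51e-06 from limma) in 5 of 5 arrays and had -1.68 with RU486 on LPS (adjusted p = 7.24e-06 from limma) in 4 of 5. C1qa, a chain of the first complement component, had a log2 intensity of 9.88 ± 0.093 (SD, n = 5) after saline, 8.93 ± 0.221 (SD, n = 5) after LPS and 9.79 ± 0.108 (SD, n = 5) after LPS/RU486. It fell by 0.95 with LPS (standard error 0.0996, adjusted p = 1.04e-07 from limma) and rose by 0.86 with RU486 on LPS (adjusted p = 1.02e-06 from limma), both in 5 of 5 arrays, and its interaction of LPS and RU486 was 0.88 (adjusted p = 0.00539 from limma).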

Figure 3A shows representative examples of Saa3, Lcn2 (N-GAL/24p3), Serpina3n, Gem, Cd83 and Tnfsf9 (4-1BBL) transcripts in the dorsal basal ganglia of mice that received saline injection, LPS or LPS/RU486; wherein the different pattern of expression is quite evident among transcripts. Interestingly, Gem expression localized over cells lining the meninges, while Cd83 and Tnfsf9 transcripts were distributed across parenchymal elements of the brain. Moreover, Cd83 shows convincing constitutive neuronal expression (Fig. 3A). Figure 3B illustrates the dose-dependent effect of RU486 on brain reaction to LPS.

**Figure 3:**
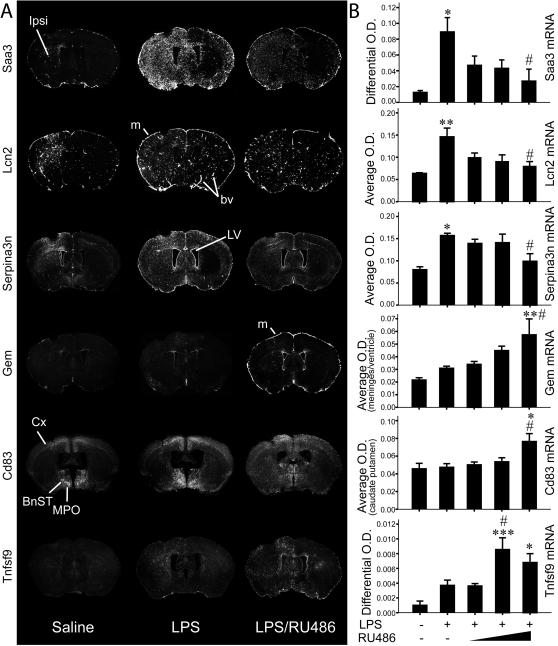
Bimodal RU486 effect on CNS inflammation as demonstrated by APRs and genes only responsive to LPS upon GR-antagonism. (A) Dark-field photomicrographs showing hybridization signals of the specified transcripts from mice that received saline or, LPS or, LPS/RU486 combined treatments. (B) Semi-quantitative analysis of mRNA levels [optical density (O.D.)] in mouse brains 12 h after the intracerebral infusions. Absence (-) or presence (+) of LPS or increasing doses of RU486 is indicated. Quantification methods may vary among transcripts; see “Experimental Procedures” section. Results represent means ± SEM of 3–5 mice per group. One-way ANOVA followed by a Tukey's HSD multiple comparison test: significantly different (* p<0.05, ** p<0.01, *** p<0.005) from the saline-injected group; significantly different (# p<0.05) from the LPS-treated group. Abbreviations: BnST, bed nucleus of stria terminalis; bv, blood vessel; Cx, cortex; Ipsi, ipsilateral; LV, lateral ventricle; m, meninges; MPO, medial preoptic nucleus.

Figure 4 depicts results for the validation of Cd44, Stat1, Ch25h, Il1b, C1qa and Hexb. The anatomical distribution of Cd44 (probed for the five first exons) and Ch25h was quite identical, but very different from Stat1 (neuronal-like) and Il1b. Unlike Cd44 and Ch25h, Stat1 did not seem to response to RU486 in a dose-dependent manner and Il1b gene expression was not significantly different among groups (ANOVA). For the latter transcript, a significant linear trend between induced mRNA levels and increasing doses of RU486 was reached (p<0.05; trend analysis). Noteworthy, the cRNA probe used was designed to hybridize the same target region present in affymetrix gene chips.

**Figure 4:**
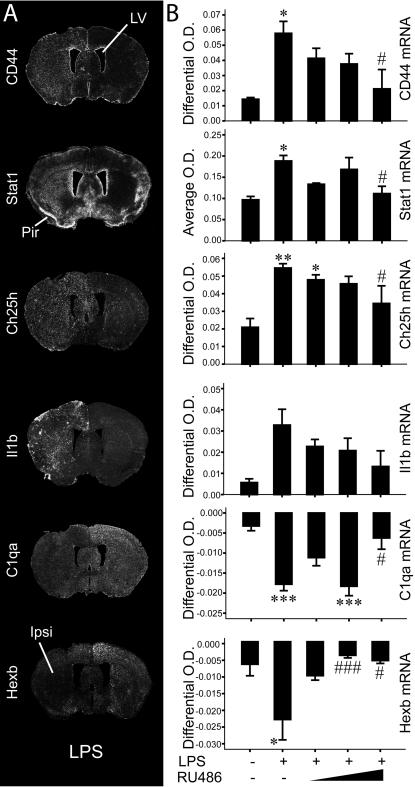
Validation of genes upregulated or downregulated by LPS in a glucocorticoid-dependent manner. (A) Representative examples of coronal sections depicting LPS induced changes in gene expression of the indicated transcripts. (B) Semi-quantitative analysis of mRNA levels (O.D.) in mouse brains 12 h after the intracerebral infusions. One-way ANOVA followed by a Tukey's HSD multiple comparison test: significantly different (* p<0.05, ** p<0.01, *** p<0.005) from the saline-injected group; significantly different (# p<0.05, ### p<0.005) from the LPS-treated group. Abbreviations: Ipsi, ipsilateral; LV, lateral ventricle; Pir, piriform cortex.

The expression pattern of C1qa and Hexb is highly suggestive of ubiquitous constitutive expression, which was selectively repressed by the endotoxin in the ipsilateral side of injection (Fig. 4B). Because LPS-gene profiling indicated repression of the complement classical pathway [C1qa, C1qb and C1qc downregulation and Serping1 (C1-Inhibitor) upregulation], we further characterized the temporal dynamic of this process (Figure S2).

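The chains of C1q fell after LPS on the injected side, and the inhibitor of the C1 complex rose. C1qc had a log2 intensity of 8.87 ± 0.0969 (SD, n = 5) after saline and 8.18 ± 0.166 (SD, n = 5) after LPS, a log2 fold change of -0.70 (standard error 0.0942, adjusted p = 9.49e-06 from limma) with 5 of 5 LPS arrays below every saline array. For C1qb it was -0.50 (standard error 0.13, adjusted p = 0.0237 from limma) with 3 of 5 arrays. This call of C1qb was lost without ipsilateral saline replicate 3 (-0.43) or 5 (-0.48), or ipsilateral LPS replicate 1 (-0.42) or 4 (-0.46), and as the mean over its probe sets (-0.38). Serping1 rose by 0.53 (standard error 0.124, adjusted p = 0.00881 from limma) in 4 of 5 arrays, which did not pass without ipsilateral LPS replicate 4 (0.42) or when the 2 groups were fitted alone. RU486 on LPS raised C1qc by 0.60 (adjusted p = 7.73e-05 from limma) and lowered Serping1, with a log2 fold change of -0.77 (adjusted p = 0.00012 from limma), both in 5 of 5 arrays, while the change of C1qb, 0.41, did not pass the test (adjusted p = 0.0545). The fall of C1qa differed between the sides, by -0.89 on the log2 scale (standard error 0.142, adjusted p = 0.00214 from limma). Of 12 genes of the complement system as a whole, 2 were higher and 3 were lower after LPS (the same counts when adjusted over the list alone), with a median log2 fold change of 0.09 and a mean of -0.04, and the list did not move as a whole (camera adjusted p = 0.975). With LPS/RU486 against LPS, 2 of these genes were higher and 2 lower (3 higher and 2 lower when adjusted over the list alone), and camera again gave no call.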

According to our double labeling procedure, Cd44, Tnfsf9 and Cd83 are expressed mainly by microglial cells, Lcn2 by endothelial cells and Saa3 transcript by microglia and few astrocytes. In contrast, Stat1 is mainly produced by neurons (Figure S3).

### The cellular characterization of Cp: a candidate gene dependent on GR and LPS signaling

As our selection of candidate genes relied on a potential protective role, we screened genes based on their natural regulation in presence of an intact LPS and GR signaling. As depicted by the figure 1D, many genes had the desired behavior and we looked for those that had been previously linked to neurodegenerative disorders. 

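Cp encodes the ferroxidase ceruloplasmin, an acute-phase protein that lets iron leave cells. Its transcript was raised by LPS on the injected side and stood at or below its level after saline when RU486 was given first. The probe set of Cp with the highest mean, 1417494_a_at, had a log2 intensity of 8.26 ± 0.337 (SD, n = 5) after saline, 9.14 ± 0.301 (SD, n = 5) after LPS, 7.72 ± 0.125 (SD, n = 4) after RU486 and 7.97 ± 0.0436 (SD, n = 5) after LPS/RU486. The log2 fold change with LPS was 0.87 (standard error 0.17, adjusted p = 0.00121 from limma), and with RU486 on LPS it was -1.16 (standard error 0.17, adjusted p = 3.11e-05 from limma). In both comparisons 5 of 5 arrays lay beyond every array of the other group. LPS under RU486 changed Cp by 0.25 (adjusted p = 1 from limma), and RU486 without LPS by -0.54 (adjusted p = 0.151 from limma). The interaction of LPS and RU486 was -0.63 (standard error 0.248, adjusted p = 0.662 from limma), which did not pass the test over all probe sets. Of 18 genes of iron handling, 4 were higher after LPS and none was lower (4 when adjusted over the list alone). Tested as a set with camera, they had an adjusted p = 0.00765, but adjusted p = 0.157 with an estimated correlation. With LPS/RU486 against LPS, 4 of them were lower (4 lower and 1 higher when adjusted over the list alone). Camera gave this list an adjusted p = 0.00197, but adjusted p = 0.0963 with an estimated correlation.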

We found ceruloplasmin (Cp) that was strongly induced by LPS (neuroprotection) and completely inhibited by the GR blockade (a neurotoxic condition). *Cp* gene encodes a protein with ferroxidase activity and loss of function mutations in this gene leads to accumulation of iron and human neurodegenerative disease (see discussion). We then postulated that induction of Cp might be a potent neuroprotective mechanism during acute inflammation.

The regulation of that transcript was quantified by different complementary approaches. Quantification of *in situ* hybridization data indicated that RU486 significantly prevented LPS-induced Cp gene expression, but only at the higher dose tested (Fig. 5A, B). Nevertheless, this effect of RU486 was confirmed with a lower dose by quantitative RT-PCR (Fig. 5C). In addition, figure 6D shows that the four different probe sets used in the gene chip generated the same data, which all together provide very solid evidence that GR blockage is able to prevent LPS-induced Cp gene expression. 

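The chip carries 7 probe sets for ceruloplasmin, and most of them followed the course that LPS and RU486 gave to 1417494_a_at. Of the 7, LPS raised 5 on the injected side and RU486 on LPS lowered 6. For 1417495_x_at, 1417496_at, 1448734_at and 1455393_at the log2 fold changes with LPS were 1.02, 1.17, 0.99 and 1.24 (standard errors 0.19, 0.171, 0.182 and 0.27), with adjusted p values from limma of 0.000719, 3.09e-05, 0.00062 and 0.00408. All 5 LPS arrays lay above every saline array for 3 of these probe sets, and 4 of 5 did so for 1455393_at. With RU486 on LPS, Cp changed by -1.40, -1.22, -1.23 and -1.75 at the same probe sets (adjusted p = 1.15e-05, 1.91e-05, 3.49e-05 and 6.66e-05 from limma), in 5 of 5 arrays each. At 1448735_at the change with LPS was 0.38 (adjusted p = 0.0512 from limma), which did not pass the test, and that with RU486 on LPS was -0.44 (adjusted p = 0.0126 from limma), with 2 of 5 arrays below every LPS array. This last call was lost without ipsilateral LPS replicate 1 (-0.39) or 4 (-0.30) and when the 2 groups were fitted alone. At 1417497_at neither change of Cp passed the test, with log2 fold changes of 0.10 (adjusted p = 0.336) and -0.02 (adjusted p = 0.908).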

We then determined the type of cells that synthesize this protein during an acute immune challenge and found co-localization of Cp mRNA with IBA1-, GFAP- and CD31-immunoreactive (ir) cells (Fig. 5E). Confocal laser microscopy was also used to accurately distinguish the different types of cells with positive Cp-ir signal. As depicted by the figure 5F, Cp protein strongly co-localized with endothelial cells and IBA1-postive microglia and co-localization with GFAP-astrocytes was rare. MAC-2 is frequently used as a marker of a subtype of activated microglia, but it failed to express Cp (Fig. 5F). It is worth mentioning that the shape of MAC-2-positive cells was quite different from that of IBA1-positive microglia (Figure S4), suggesting the possibility that Cp is produced by the resident ramified microglia (IBA1) and not amoeboid-like or infiltrating myeloid cells (MAC-2).

**Figure 5:**
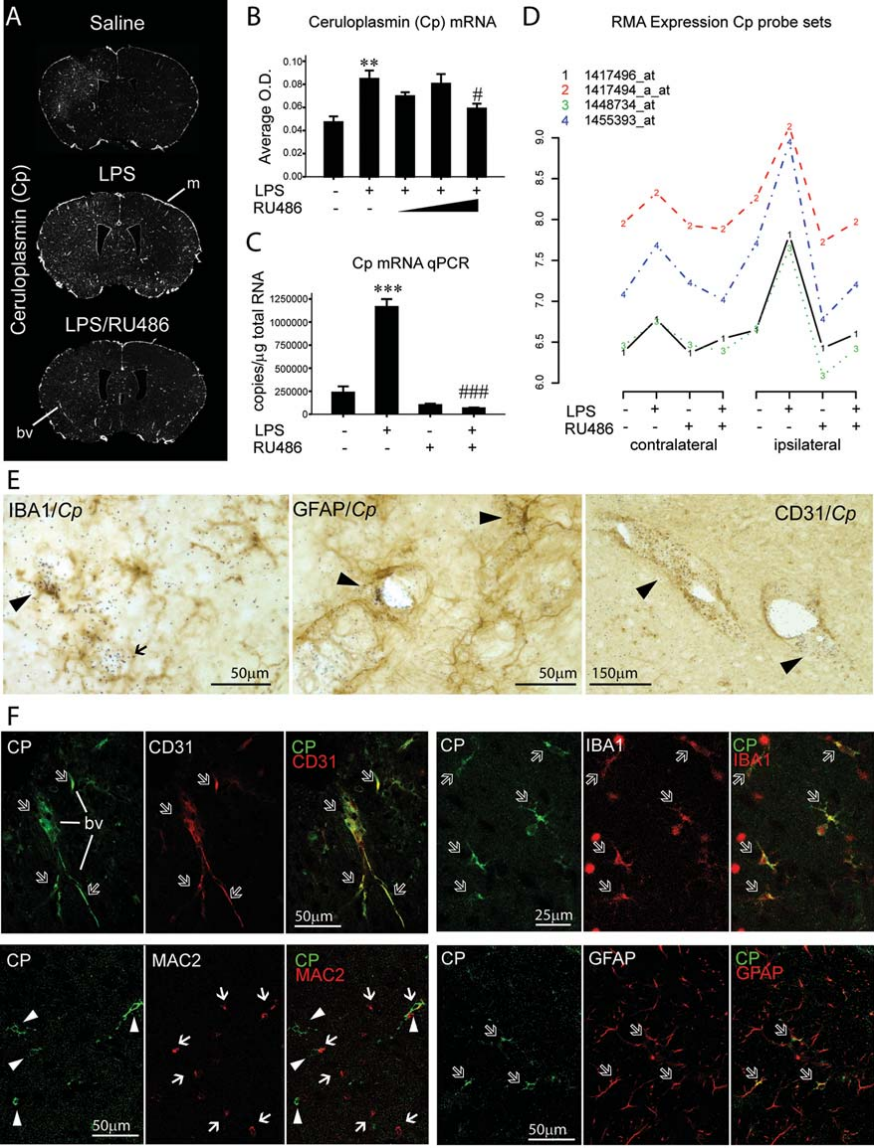
Characterization of ceruloplasmin (Cp) expression following an acute innate immune challenge. (A) Hybridization signals of Cp riboprobe on brain sections of saline-, or LPS-, or LPS/RU486-treated mice, sacrificed 12 h after the intrastriatal injection. (B) Semi-quantitative analysis of Cp mRNA levels (O.D.) depicted in “A”. (C) Results of quantitative reverse-transcriptase PCR (qPCR). (D) RMA expression levels of four different probe sets to detect Cp transcript selected according to a significant LPS effect. (E) Representative microphotographs of labeling experiments combining immunohistochemistry with *in situ* hybridization. Silver grain signals (*Cp mRNA*) overlap IBA1-, GFAP- and CD31-positive cells. (F) Confocal microscopy results showing co-localization of CP protein with CD31-, IBA1- and GFAP-positive cells, but not with MAC-2-positive cells, in brain sections from animals sacrificed 24 h after LPS challenge. Dark arrowheads: co-localization of silver grains with immunolabeling brown staining. Empty white arrows: co-localization determined by confocal laser scanning. Full white arrows and white arrowheads were used to identify cell types that failed to show convincing co-localization. One-way ANOVA followed by a Tukey'S HSD multiple comparison test: significantly different (** p<0.01, *** p<0.005) from the saline-injected group; significantly different (# p<0.05, ### p<0.005) from the LPS-treated group. Abbreviations: bv, blood vessel; m, meningis.

**Figure 6:**
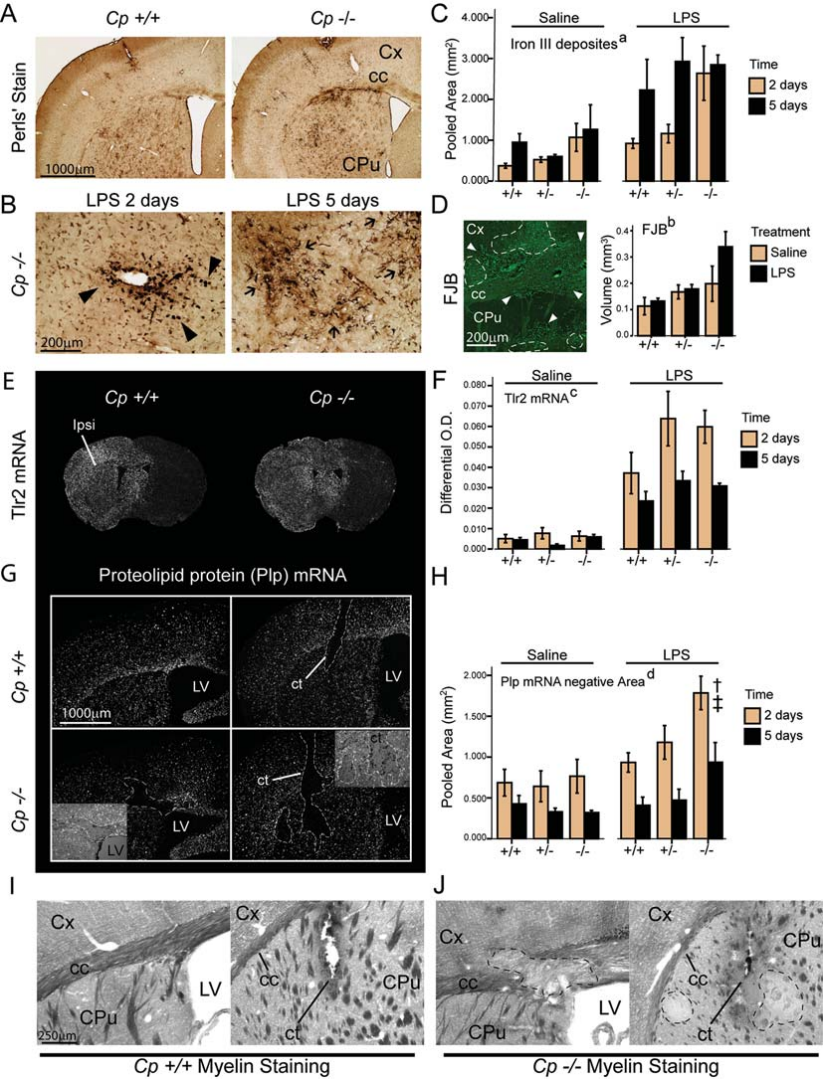
Ceruloplasmin regulates brain iron levels during inflammation and confers neuroprotection. (A) *Cp*+/+, +/- or -/- mice were sacrificed 2 days after LPS infusion and brain sections stained for Iron III (Perls' staining). (B) High magnification of iron labeling (representative brain sections from *Cp*-/-mice sacrificed 2 or 5 days after LPS infusion). (C) Surface analysis to determine extent of iron deposition. (D) Fluoro-Jade B (FJB) staining was performed in brain sections from *Cp*+/+, +/- and -/- infused with LPS or saline. Volumetric analysis was performed by stereological procedure. (E) Representative dark-field picture of adjacent brain sections hybridized with Tlr2 cRNA probe in LPS treated mice 2 days after infusion. (F) Semi-quantitative analysis of Tlr2 mRNA hybridization signal. (G) Representative sections hybridized with Plp cRNA riboprobe to detect regions lacking signals (demyelinated area). These panels show two different coronal levels (cannulae track level and a section distal to the site of injection). (H) Surface analysis of demyelinated area. (I) and (J) are representative microphotographs of Sudam Black B (SBB) stained sections from *Cp*+/+ and -/- mice sacrificed 2 days after LPS infusion, as indicated. Statistical analysis was performed via a two or three-way ANOVA followed by a Bonferroni's multiple comparison test when applicable. “a”, significant genotype effect (p<0.05), significant time effect (p<0.01), significant treatment effect (p<0.001), *Cp*-/-significantly different from *Cp*+/+ (p<0.01) and *Cp*+/- (p<0.05). “b”, significant genotype effect (p<0.01), *Cp*-/- statistically different from *Cp*+/+ (p<0.005). “c”, significant interaction between treatment and time factors (p<0.01), LPS treatment 2 days statistically different from LPS 5 days (p<0.001). “d”, significant interaction between treatment and genotype effect (p<0.05), significant time effect (p<0.001), in the LPS treated group *Cp*-/- was statistically different from *Cp*+/+ († p<0.005) and from *Cp*+/- (‡ p<0.01). Abbreviations: cc, corpus callosum; CPu, caudate putamen; ct, cannulae track; Cx, cortex; LV, lateral ventricle.

A robust extracellular CP-ir signal was detected in the CNS of LPS-injected mice at time-point 2 days post injection. Such a staining largely declined 3 days later suggesting a rapid and transient secretion of this protein during inflammation. As expected, *Cp*-/-mice failed to exhibit any CP-ir signal following similar treatments (Figure S5).

### Neuroprotective role of Cp during an acute inflammatory reaction

Due to the involvement of Cp in iron metabolism, we measured iron accumulation in the mouse brain following a single intracerebral LPS bolus. As depicted by the figure 6A, B and C, LPS was able to increase iron III deposition in the ipsilateral side of injection in both *Cp*+/+ and *Cp*-/-mice. Interestingly, the cells containing iron III had a different morphology over time, being frequently round at 2 days post-injection and changing to a ramified shape at 5 days (Fig. 6B). *Cp*-deficient mice had a dramatic increase in iron III deposits following LPS administration, especially at time-point 2 days. Accentuated iron accumulation in *Cp*-/-animals seems to correlate with neurodegeneration in this genotype, at least as evaluated by the fluorescent marker Fluoro Jade B (FJB, Fig. 6D).

The gene encoding Tlr2 is induced in microglia during innate immunity, but no significant change was found between both groups of mice treated with the endotoxin (Fig. 6E, F), indicating that microglia reactivity to LPS is Cp independent. Thereafter, we evaluated whether Cp may play a role in protecting the CNS white matter from an acute inflammatory challenge. Surface analysis of Proteolipid protein 1 (Plp1) mRNA levels rapidly decrease during demyelination or myelin-associated cell death [11]. Figure 6 (panel G and H) shows representative examples of such demyelinating processes in *Cp*-/-and not in *Cp*+/+or *Cp*+/-mice. These data were corroborated by the myelin SBB staining (Fig. 6I, J), which all together provide evidence that the endotoxin can indeed provoke demyelination, but only in mice that bear a mutation in the *Cp* gene.

### Role of Cp in Streptococcus pneumoniae-induced meningitis

Since blood vessels are strategically positioned to produce Cp protein during systemic infection, we evaluated whether this APR modulates gene expression in vascular-associated elements during meningitis. *S. pneumoniae* infection was used to test a possible role of Cp in this context. No difference was found in the survival curves of the three genotypes following *S. pneumoniae* inoculation (Fig. 7A). Nevertheless, Cp was strongly induced in brain blood vessels of infected *Cp*+/+ mice (Fig. 7B). We then determined Nfkbia (IκBα) and Selp (P-Selectin) gene expression; Nfkbia expression is a general index of NF-κB activation, which seems quite similar in the cerebrovascular system of the three genotypes (Fig. 7C, F). In contrast, Selp transcript was mainly induced in large blood vessels (Fig. 7 D, E, F) and its expression level was higher in the brain of *Cp*-/-mice. The time point 48 h was used for this comparison, because the variability among mice was high from day 3 and the number of animals that exhibited clinical signs was irregular between the genotypes and this variability complicated the interpretation of the results. Forty-eight h after inoculation, the number of animals with clinical signs was equivalent in both *Cp*+/+ (n = 6) and *Cp*-/-(n = 7) group, but not in the group of *Cp*+/-mice (n = 3). Since the highest variance was associated with *Cp*+/-genotype, we removed this group from the statistical analysis to avoid misrepresentation and substantial reduction of power. In this regard, Selp mRNA levels were significantly different between *Cp*+/+ and *Cp*-/-according to student's t-test (p<0.05), but not when ANOVA is used to compare the three genotypes. Nevertheless, a significant linear trend between Selp mRNA levels and *Cp* deficiency was reached (p<0.05) when assigning 0, 1 and 2 values to *Cp*-/-, +/-and+/+genotypes, respectively. These statistical tests did not reveal any significant changes in Nfkbia mRNA levels among two or three genotypes.

**Figure 7:**
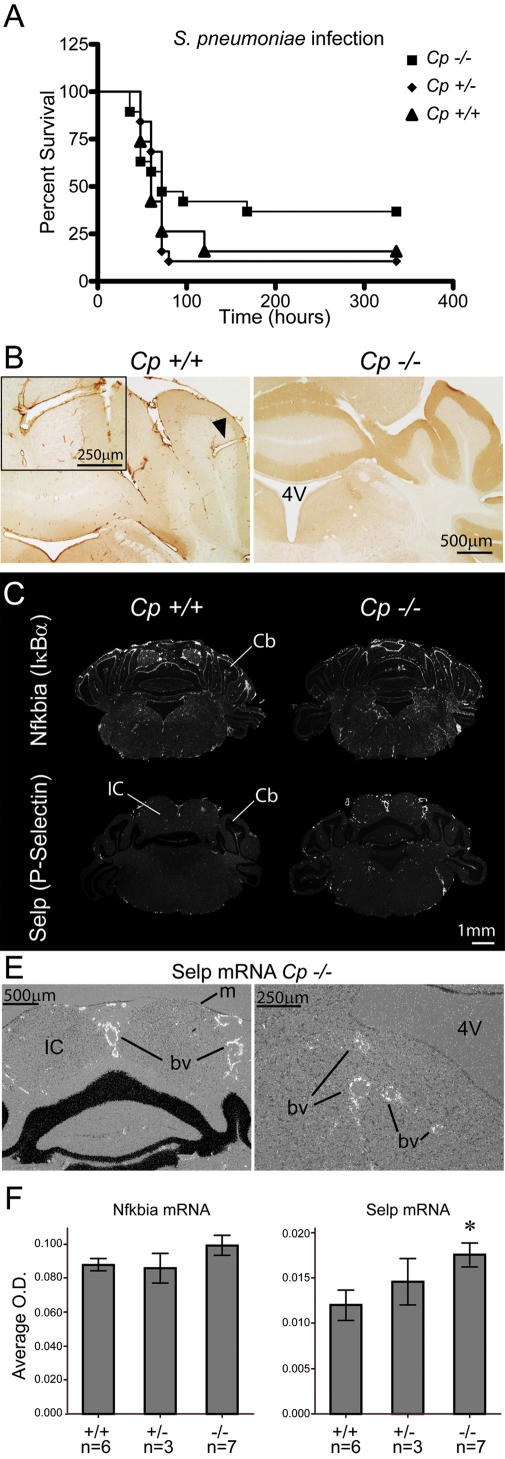
Modulation of cerebro-vascular response by ceruloplasmin during early phases of pneumococcal infection. (A) Survival curves of *Cp*+/+, +/- and -/- following inoculation with *S. Penumoniae* (2 week follow up). (B) Ceruloplasmin protein immunoreactivity at the vascular level in the hindbrain of a *Cp*+/+ infected mouse; *Cp*-/- mice was used as control for the primary antibody. (C) Dark-field photomicrographs showing representative hybridization signals of Nfkbia or Selp riboprobes on hindbrain sections of *Cp*+/+ or -/- mice killed at the early phase of infection (36–48 h post-infection). (D) High magnification photomicrographs depicting the expression pattern of Selp mRNA associated with large blood vessels and not in cells lining the meninges or the ventricle. (E) Semi-quantitative analysis of Nfkbia and Selp mRNA levels O.D. Student's t-test was used to compare *Cp*+/+ and *Cp*-/- means (see text for details); * p<0.05. Abbreviations: bv, blood vessel; Cb, cerebellum; IC, inferior colliculus; m, meninges.

## Discussion

### New roles for GR signaling during acute neuroinflammation

The capacity of GR to repress NF-κB/AP-1 activity and gene transcription is believed to be a key intracellular process mediating the powerful anti-inflammatory properties of synthetic and endogenous GCs. Such a mechanism was elegantly explored by gene profiling using cell-culture system and the GR agonist Dexamethasone (Dex) [12]. Surprisingly we found that blocking endogenous GR signaling exacerbated the expression of a small and restricted set of inflammatory genes induced by LPS in the CNS. Curiously, most of these upregulated genes were found in the contralateral side, probably reflecting saturation in the ipsilateral side and spreading to distal sites. 

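The chemokines Cxcl1, Cxcl2, Ccl2 and Ccl4 were higher with LPS/RU486 than with LPS on the contralateral side. Cxcl1, which recruits neutrophils, had a contralateral log2 intensity of 8.04 ± 0.963 (SD, n = 6) after LPS and 10.5 ± 0.651 (SD, n = 4) after LPS/RU486, a log2 fold change of 2.49 (standard error 0.445, adjusted p = 0.00391 from limma). For Cxcl2 it was 1.67 (standard error 0.309, adjusted p = 0.00518 from limma), for the monocyte chemokine Ccl2 1.48 (standard error 0.216, adjusted p = 0.000553 from limma) and for Ccl4 0.81 (standard error 0.138, adjusted p = 0.00288 from limma), and all 4 LPS/RU486 arrays lay above every LPS array for each of these genes. The calls of Cxcl1 and Cxcl2 were lost when the 2 groups were fitted alone. The same change on the injected side of Ccl2 was 0.34 (adjusted p = 0.453 from limma, 3 of 5 arrays) and that of Cxcl1 0.74 (adjusted p = 0.413 from limma, 3 of 5 arrays). Of 37 genes for chemokines and cytokines, 6 were higher on the contralateral side and none was lower (6 when adjusted over the list alone, camera adjusted p = 6.97e-09, but adjusted p = 0.114 with an estimated correlation), whereas on the injected side 2 were higher and 6 lower (2 higher and 7 lower when adjusted over the list alone, camera adjusted p = 0.000681 downward, but adjusted p = 0.362 with an estimated correlation). A direct test of whether the RU486 effect on the LPS response differed between the sides called 18 probe sets, 17 of them with a lower value on the injected side. This count was 11 with trend and robust eBayes, 4 at an adjusted p under 0.01, 68 when adjusted over all contrasts and 0 when tested against a fold of 1.3, and array weights gave 552, of which 309 had a higher value on the injected side. With the replicate number as a block it was 4, and with the mouse as a random block it was 28.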

Genes with this behavior belong to the chemokine network and then to an increased recruitment of inflammatory cells. Interestingly, the effects of RU486 and LPS was found for genes linked to adaptive immunity Cd83 and Tnfsf9 [13], [14]. 

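Litaf and Zfp36 govern cytokine transcripts, Socs3 and Pim1 act on JAK-STAT signaling, and all were raised by LPS on the injected side. On the contralateral side RU486 on LPS raised Socs3, with a log2 intensity of 9.29 ± 0.391 (SD, n = 6) after LPS and 10.3 ± 0.281 (SD, n = 4) after LPS/RU486, by a log2 fold change of 1.03 (standard error 0.176, adjusted p = 0.00288 from limma). Zfp36 rose there by 0.81 (standard error 0.123, adjusted p = 0.000862 from limma) and Litaf by 0.50 (standard error 0.104, adjusted p = 0.0148 from limma). All 4 LPS/RU486 arrays lay above every LPS array for Socs3, Zfp36 and Litaf. The call of Litaf was lost without contralateral LPS/RU486 replicate 1 (0.51) or 3 (0.49), and the calls of all 3 genes were lost when the 2 groups were fitted alone. The change of Pim1 at 1435458_at was 0.39 (adjusted p = 0.0599 from limma) and did not pass the test. On the injected side the changes with RU486 on LPS were 0.53 for Socs3 (adjusted p = 0.066 from limma), 0.25 for Zfp36 (adjusted p = 0.28), 0.25 for Litaf (adjusted p = 0.174) and -0.03 for Pim1 (adjusted p = 0.929), none of them past the test. RU486 without LPS raised Litaf by 0.46 (adjusted p = 0.0286 from limma) and Pim1 by 0.44 (adjusted p = 0.0356 from limma) on the injected side, each in 4 of 4 arrays.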

Ablation of glucocorticoid signaling also intensified induction of transcription regulator Litaf and Zfp36 and the regulator of JAK-STAT pathway Pim-1 and Socs3.

Therefore our results do not rule out the possibility that GR antagonism increases the inflammatory reaction in the CNS, especially at later time-points. These data do suggest that genetic profile is no longer respected in the absence of GR signaling on the cerebral immune system. Although the effects of GRs on the regulation of genes encoding APRs were expected [15], this was not the case for those implicated in host defense. In this regard, a recent study has demonstrated that combination of Dex treatment can lead to an unpredicted genetic response to LPS [16] or enhance expression of immune genes in peripheral blood monuclear cells [17]. Hence, it is very likely that the role of GCs on expression of inflammatory genes depends on various factors, including cell/tissue type, pharmacological strategy and use of *in vivo* or *in vitro* models. Some of our results may be in sharp contrast to those previously reported because the paradigm used here to access the role of endogenous glucocorticoids does not block the inflammatory process.

Our gene profiling data indicated that endogenous GCs are required to coordinate the ability of LPS for inducing expression of genes involved in the viral and interferon response. These include components of viral dsRNA sensing pathway Ifih1 (MDA-5), Ikbke (iKK/IKKε) and Irf7 [18]. In addition, we have identified a set of genes that participate in the antiviral network of interferon response initiated by Stat1/2, namely Isgf3g (IRF-9), Oas1a and Eif2ak2 (PKR) [19]. 

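Ifih1 senses long double-stranded RNA, Ikbke phosphorylates interferon regulatory factors, and Irf7 is the factor that amplifies the interferon response. Ifih1 had a log2 intensity of 8.29 ± 0.322 (SD, n = 5) after saline, 9.24 ± 0.284 (SD, n = 5) after LPS and 8.22 ± 0.128 (SD, n = 5) after LPS/RU486 on the injected side. Ifih1 had a log2 fold change of 0.95 with LPS (standard error 0.144, adjusted p = 4.68e-05 from limma) and -1.02 with RU486 on LPS (adjusted p = 2e-05 from limma). Ikbke rose by 0.59 (standard error 0.105, adjusted p = 0.000413 from limma) and had -0.48 with RU486 on LPS (adjusted p = 0.00412 from limma), a call lost without ipsilateral LPS replicate 4 (-0.32). Irf7 rose by 0.56 (standard error 0.11, adjusted p = 0.00126 from limma) and had -0.68 with RU486 on LPS (adjusted p = 0.000105 from limma). For Ifih1, Ikbke and Irf7 all 5 arrays lay beyond every array of the other group in both comparisons.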

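Irf9 and Stat2 form the complex that turns on interferon-stimulated genes, and Oas1a and Eif2ak2 act on viral RNA and its translation. On the injected side Irf9 had a log2 intensity of 6.23 ± 0.255 (SD, n = 5) after saline, 7.01 ± 0.213 (SD, n = 5) after LPS and 6.05 ± 0.0869 (SD, n = 5) after LPS/RU486. Its log2 fold change was 0.78 with LPS (standard error 0.106, adjusted p = 1e-05 from limma) and -0.96 with RU486 on LPS (adjusted p = 4.86e-07 from limma). Stat2 rose by 0.67 (standard error 0.0844, adjusted p = 2.7e-06 from limma) and had -0.70 with RU486 on LPS (adjusted p = 1.93e-06 from limma). Oas1a rose by 0.47 (standard error 0.083, adjusted p = 0.000379 from limma) and had -0.43 with RU486 on LPS (adjusted p = 0.000974 from limma), which was -0.36 and under the fold limit without ipsilateral LPS replicate 4. Eif2ak2 rose by 0.46 (standard error 0.0921, adjusted p = 0.00165 from limma) and had -0.51 with RU486 on LPS (adjusted p = 0.000539 from limma). All 5 arrays lay beyond every array of the other group in both comparisons for Irf9, Stat2 and Oas1a, and 4 of 5 with LPS and 5 of 5 with RU486 on LPS for Eif2ak2.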

Expression of genes encoding GTPases was also dependent on GR signaling. 

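Irgm1 belongs to the immunity-related GTPases that interferon induces in cells holding intracellular bacteria. Irgm1 had an ipsilateral log2 intensity of 9.38 ± 0.246 (SD, n = 5) after saline, 10.6 ± 0.3 (SD, n = 5) after LPS and 9.85 ± 0.176 (SD, n = 5) after LPS/RU486. Its log2 fold change was 1.24 with LPS (standard error 0.216, adjusted p = 0.000291 from limma) and -0.77 with RU486 on LPS (adjusted p = 0.0275 from limma), with 5 of 5 arrays beyond every array of the other group in both. The fall was lost without ipsilateral LPS replicate 1 (-0.75) or 3 (-0.65), or ipsilateral LPS/RU486 replicate 3 (-0.71) or 5 (-0.74), and when p was adjusted over all comparisons together. The guanylate-binding protein gene Gbp2 rose by 2.12 (standard error 0.528, adjusted p = 0.0159 from limma) and had -1.99 with RU486 on LPS (adjusted p = 0.0192 from limma), both in 5 of 5 arrays. The rise of Gbp2 did not pass without ipsilateral saline replicate 1 (1.67), and its fall did not pass without ipsilateral LPS/RU486 replicate 3 (-1.87) or when p was adjusted over all comparisons together.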

Although the functions of these molecules remain largely unknown, a role for Irgm (Ifi1/LRG-47) was recently described in the generation of large autolysosomal organelles that eliminate intracellular *Mycobacterium tuberculosis* [20]. Therefore, our results may help explaining why Dex treatment is beneficial in tuberculosis meningitis, which is not associated with attenuation of the immune response [21]. In addition, a GC replacement therapy has been shown to have beneficial effects in a context of septic shock [22]. Importantly, impaired gene expression by GR interference may increase infection susceptibility, which was recently found in few cases of RU486-treated women [23].

Although GR signaling is necessary to support innate immune response gene expression, our results should not be interpreted as a newly described pro-inflammatory role of GCs. Many recent studies pointed that GC exposure may increase CNS inflammation and Sorrells and Sapolsky suggested a conciliatory manner to interpret both anti- and pro-inflammatory effects of GCs based on early, delayed, acute or chronic regimen [24]. We suggest careful attention in order to dissociate gene expression from inflammation. Several genes that depend on GR to be induced by LPS play important roles in terms of cell differentiation, acute phase response, extracellular matrix organization and interferon response, all of which potentially helping to resolve inflammation rapidly. The lack of this gene subset in association with the exacerbated expression of genes identified here as GR repressed (chemokines, Tnfsf9, Cd83, etc.) can clearly result in increased inflammation at latter time-points and in the emergence of a detrimental microglial/macrophage phenotype.

It is interesting to note that many regulated genes that exhibited a particular profile (i.e., RU486 prevented their downregulation to LPS) are related to brain development and not necessarily to myeloid functions. These data suggest alternative mechanisms underlining the actions of GC and TLR4 signaling on gene repression in the CNS. 

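The lists of neural development, microglia and brain endothelium each held genes that were higher with LPS/RU486 than with LPS on the injected side. Of 26 transcription regulators of neural development, 1 was higher with LPS/RU486 than with LPS, Olig1 (1 when adjusted over the list alone, camera adjusted p = 0.0956). The fall of Olig1 with LPS was small, with a log2 fold change of -0.39 (standard error 0.112, adjusted p = 0.0493 from limma) in 4 of 5 arrays. This call was lost without ipsilateral saline replicate 1, 3, 4 or 5 (-0.40, -0.40, -0.30 and -0.41), without ipsilateral LPS replicate 1, 2, 3 or 4 (-0.35, -0.36, -0.39 and -0.38) and after a second quantile normalization (-0.31). Of 18 genes of homeostatic microglia, 3 were higher and none was lower (3 when adjusted over the list alone). The camera test of the list gave an adjusted p = 0.00121, but adjusted p = 0.0883 with an estimated correlation. Among them the TGF-beta receptor gene Tgfbr1 fell by 0.50 with LPS (standard error 0.105, adjusted p = 0.00309 from limma) and rose by 0.50 with RU486 on LPS (adjusted p = 0.0026 from limma), each in 5 of 5 arrays, and neither call held for the mean over its probe sets (-0.27 and 0.28). Of 22 genes of brain endothelium, 2 were higher and none was lower (3 when adjusted over the list alone, camera adjusted p = 0.00612, but adjusted p = 0.268 with an estimated correlation), the transporters Slc2a1 and Slco1c1, of which LPS had lowered Slco1c1 by the test.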

Our factorial design also allowed us to report a list of genes that follows a GR-blockage main effect, revealing genes that respond to RU486 and are not changed by the inflammatory reaction.

### Anatomical findings regarding GR-modulated inflammatory gene expression

As depicted by the figure 3 and 4, a very distinct anatomical distribution was found for most regulated genes by the treatment combining RU486 to LPS. Such finding, which is further illustrated in co-localization experiments (Figure S3), implies that these transcripts may play very different roles despite having similar regulatory processes. While it is possible to infer an immune role for Tnfsf9 and Cd83 in myeloid cells, the role of Gem in cells lining the meninges must be further explored. Serpina3n (a mouse homologue of α1-antichimotrypsin), Cd44, and Ch25h expression levels were also verified, because of the novelty of the gene array results and their possible involvement in the physiopathology of Alzheimer's disease [25]–[27]. Unbalance of the inflammatory and GC response is also a feature of the disease [6], [28]. Stat1 induction in neurons was startling, because it is usually a gene related to viral and adaptive immune responses [29] and here we found a selective neuronal transcriptional activation during innate immunity. The lack of Il1b induction following RU486/LPS administration was also quite intriguing, although increased expression of this cytokine following GC administration has been reported [30]. Careful interpretation must be taken regarding this particular transcript, because *in situ* hybridization could not clearly corroborate this result.

The endotoxin was able to downregulate a number of genes in a GR-dependent manner. These include C1qa and Hexb genes, but the meaning of their localized suppression during neuroinflammation has yet to be determined. Inhibition of the classical complement pathway could be a natural mechanism to avoid a precipitated antibody mediated cell lysis, whereas Hexb may have uncharacterized immune properties modulating neuronal functions. Indeed, Hexb gene disruption in mice leads to neurological deficits, which can be partially prevented by the transplantation of bone marrow stem cells taken from wild type mice [31].

### Cp links glucocorticoid and inflammation to iron homeostasis and brain protection

The gene profiling results clearly pointed out that APR gene induction was a prominent feature of the ability of GRs to modulate the inflammatory transcriptional programs. 

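Several acute-phase genes were lower when RU486 preceded LPS. Of 25 acute-phase genes, 10 were lower with LPS/RU486 than with LPS on the injected side and none was higher (10 when adjusted over the list alone). By camera, the list had an adjusted p = 4.27e-12, and adjusted p = 0.0496 with an estimated correlation. The median log2 fold change of the list was -0.17 and the mean -0.66, since the fall was carried by Saa3, Lcn2, Ptx3, Serpina3n, Cp and a few others. Ptx3 had a log2 intensity of 7.14 ± 0.124 (SD, n = 5) after LPS/RU486, which against LPS was a log2 fold change of -2.03 (standard error 0.259, adjusted p = 4.66e-06 from limma) with 5 of 5 arrays below every LPS array. The interaction of LPS and RU486 had a mean of -0.45 over these genes (none called over all probe sets, 5 lower and 1 higher when adjusted over the list alone), and camera gave an adjusted p = 2.3e-08, but adjusted p = 0.0908 with an estimated correlation.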

The role of APRs during infection is not well understood, but a subset of genes is implicated in iron homeostasis. For instance, Lcn2 plays an important role in iron acquisition during infection [32]. Because iron unbalance is implicated in demyelinating and neurodegenerative diseases [33], [34] and aceruloplasminemia leads to brain, liver and pancreas iron accumulation with concomitant neuronal damages [35], [36], Cp is a putative candidate to mediate neuroprotection during inflammation. Surprisingly, murine models of aceruloplasminemia accumulate iron, but they do not develop the neurological features of the disease [37], [38]. Iron accumulation in human disease and murine models led to the inference that Cp is important to release iron from the cellular pool, especially mediated by a membrane glycosylphosphatidylinositol-form of this ferroxidase [39]. Conversely, it has been suggested that extracellular Cp mediates cellular iron uptake and iron absorption during stress [40]. Our findings suggest that an acute inflammatory reaction leads to tissue iron accumulation that persists through the course of the immune challenge. Cp is not required for LPS mediated iron (III) deposition, but this protein seems to play a role avoiding precipitated iron unbalance.

The physiological relevance of this process has yet to be determined, but it could be related to limit the iron uptake by bacteria or to avoid an exacerbated accumulation of reactive iron (II) levels. The data that LPS caused CNS injury in *Cp*-/-mice and not their control littermates are quite interesting, because they underline the critical neuroprotective role of Cp in an inflammatory context. We propose that Cp produced by microglial cells is released to the extracellular space for controlling iron homeostasis in this critical period, when white matter elements are more vulnerable. Hence, these findings support an important new role for Cp in mediating neuroprotection in the course of an acute innate immune process. Such neuroprotective properties of Cp are not associated with changes in microglial reactivity to LPS.

We also observed that Cp is highly expressed in cells lining the blood vessels. In consequence, it was attractive to test the hypothesis that Cp could be a mediator of barrier function, protecting the brain against circulating pathogens or potentially damaging molecules derived from their infection. *S. Pneumoniae* is a leading cause of meningitis worldwide. It is proposed that high levels of bacteria in the blood targets the endothelium in order to reach brain compartments [41]. We then used a model of peripheral inoculation passive of meningitis. Although no changes in terms of susceptibility were observed in the course of infection among genotypes, *Cp*-/-exhibited a very different vascular reactivity to the circulating bacteria. In fact, Cp deficiency was associated with a robust expression of Selp transcript in large blood vessels and arteries. Selp controls key events related to leukocyte cell recruitment and this adhesion molecule is a determinant modulator of vascular permeability to bacterial elements [42]. This highlights another new function of Cp in stabilizing neurovascular responses in the course of pneumococcal infection.

### Concluding Remarks

Endogenous GCs play a critical role for modulating the innate immune response in the CNS. Ablation of GR signaling exacerbated the expression of a small subset of genes, which are implicated in cell recruitment and prolonged immune activity. Surprisingly, expression of many genes related to host defense were critically impaired upon RU486 treatment, a mechanism that could explain unusual bacterial infections in individuals taking this compound as abortion pill and the beneficial effects of an acute therapy with GCs. This gene profiling experiment led us to investigate the role of Cp in the course of an acute LPS challenge. Experiments using *Cp*-deficient mice generated exciting data regarding the ability of acute-phase proteins to make the difference between cell survival and death during a natural and timely sensitive innate immune reaction in the CNS.

## Materials and Methods

### Animal experimentation

Adult male C57Bl/6 (body weight, 25–29 g; Charles River Canada, St. Constant, Québec, Canada) were acclimated to standard laboratory condition. Ceruloplasmin-deficient mice (*Cp*-/-) in C57Bl/6 background [38] were backcrossed two rounds with female C57Bl/6 mice. The backcrossed heterozygote mice (*Cp*+/-) were used to generate *Cp*+/+, +/- and -/-mice. These mice were genotyped by PCR of DNA isolated from ear punching. Animal breeding and experiments were conducted according to Canadian Council on Animal Care guidelines, as administered by the Laval University Animal Care Committee. Efforts were made for minimizing animal number utilization; 3 to 6 animals per group were used in each experimental group, except for infection protocol (19 to 20 mice per group).

### Inflammatory treatment

In protocols for a comparative study of the effects of endogenous GCs, C57Bl/6 mice received an i.p. injection of vehicle (DMSO-50 µl) or RU486 (50 mg/kg b.w.) and were submitted to surgery 4 h later. Just after the surgery the animals received a second i.p. injection of vehicle or RU486 to guarantee high brain levels of the drug. In a second protocol mice received different doses of RU486 (5, 50 and 200 mg/kg b.w.) in similar conditions in order to test dose-dependent effects. The mice receiving intraparenchymal injections were anesthetized with a mixture of ketamine and xylazine and placed in a stereotaxic apparatus (David Kopf Instruments). The right caudate putamen was reached, using a small cannula (28 gauge; Plastic One) at the coordinates 0.0 mm anteroposterior, −2.0 mm lateral, and −3.0 mm dorsoventral according to a mouse brain atlas [43]. The coordinates were selected on the basis of previous experiments showing a robust hybridization signal and reliable pattern of cytokine gene expression over the ipsilateral cerebral cortex, hippocampus, corpus callosum and basal ganglia following a single bolus of immune ligand. The animals received an infusion of either sterile pyrogen-free saline (1 µl) or LPS (2.5 µg; from Eschericia coli; serotype O55:B5; Sigma L2880) over 2 min by means of a microinjection pump. Animals were killed 12 h after the injection for the microarray gene profiling and validation experiments. Another group of *Cp*-deficient mice and respective controls (+/-, -/-) were killed 2 and 5 days after intrastriatal (IS) infusion with saline or LPS.

For gene array and qPCR assay, mice were anesthetized under isofluorane and blood was drawn via cardiac puncture before head decapitation. Brains were removed rapidly from the skulls and placed in cold phosphate buffered saline (PBS) solution. A brain region defined by dashed lines in figure 1 (limited at plane anteroposterior +1.5 to −1.5 and dorsoventral −4.0) was dissected, separated in ipsilateral and contralateral sides, and quickly immersed in liquid nitrogen. The tissue was stored at −80°C until RNA extraction was performed. The dissected area was estimated to contain the corresponding potential injured area and was restricted to avoid dilution of the sample with RNA from non-relevant brain regions.

For *in situ* hybridization histochemistry, histology and immunolabeling, animals were deeply anesthetized via an intraperitoneal injection of a mixture of ketamine hydrochloride and xylazine and then rapidly perfused transcardially with 0.9% saline, followed by 4% paraformaldehyde in PBS, pH 7.6, at 4°C. Brains were removed rapidly from the skulls, postfixed for 2–4 d, and then placed in a solution containing 20% sucrose overnight at 4°C. The frozen brains were mounted on a microtome (Reichert-Jung) and cut into 25-μm coronal sections. The slices were collected in cold cryoprotectant solution and stored at −20°C.

### Streptococcus Pneumoniae infection

A virulent *S. Pneumoniae* strain capsular type 6A DBL6A was used in an experimental model of pneumococcal infection passive of meningitis. The mice (n = 19 for *Cp*+/- and -/-; n = 20 for *Cp*+/+) were anesthetized and received an i.p. injection of the working suspension (50–100 C.F.U./ml) in a 100 µl volume [see supplementary materials and methods (Text S1) for bacteria suspension preparation]. Animals were assigned to receive the injections in a random manner. Whenever mice presented clinical and/or dehydration signs, Ringer's lactate and/or buprenorphine were administrated to relief discomfort. Once animals showed clearly signs of irreversible illness or neurological impairment, they were sacrificed by cardiac perfusion as described above except that PFA was prepared in 0.1 M borax buffer, pH 9.5.

### RNA isolation and Oligonucleotide array

The RNA was isolated using Trizol reagent (Invitrogen) following manufacture's protocol and 10 µg of total RNA was used for cDNA synthesis. Converted cDNA using a T7-oligo-d(T)24 primer were used to generate biotinylated cRNA, the latter was fragmented before hybridization, as described in [44]. The quality of total RNA, cDNA synthesis, cRNA and cRNA fragmentation were all monitored by micro-capillary electrophoresis (Bioanalizer 2100, Agilent Technologies). cRNA probes were hybridized onto MOE403A mouse Genechip (Affymetrix) and processed using an Affymetrix GeneChip Fluidic Station 400. Staining was performed with streptavidin-conjugated phycoerythrin (SAPE) followed by amplification with a biotinylated anti-streptavidin antibody and by a second round of SAPE solution. The GeneChips were scanned using an Agilent GeneArray Scanner (Agilant Technologies).

### Oligonucleotide array statistical analysis

After careful quality control to discard abnormal samples according to multiple evidences (4 chips from different groups were removed), a total of 37 chips were used for oligonucleotide array analysis [one chip per biological sample; 8 groups (contralateral dmso/saline, dmso/LPS, RU486/saline, RU486/LPS and ipsilateral dmso/saline, dmso/LPS, RU486/saline, RU486/LPS) with 4–6 biological replicates each]. Expression values from the CEL files generated from scanning were obtained using RMA algorithm [45], available at http://www.bioconductor.org. The expression values were also inspected with GeneSpring software (Silicon Genetics). Statistical analysis was performed considering a factorial linear model according to the methods implemented in Limma package [46] (R project packages are available at http://www.cran.r-project.org). For details on differential gene expression and Gene Ontology (GO) analysis, please refer to text S1. The data discussed in this publication have been deposited in NCBIs Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) and are accessible through GEO Series accession number GSE6509.

### Quantitative Polymerase Chain Reaction (qPCR)

Real-time RT-PCR was performed as described in [47], for further details refer to text S1.

### cRNA probes and in situ hybridization

Plasmids were linearized and the sense and antisense ^35^S-labeled riboprobes were synthesized as described before ([48], refer to text S1 for details). Hybridization histochemical localization of the different transcripts was performed on every 6th or 12th section of the entire rostrocaudal extent of each brain. The sections were exposed at 4°C to x-ray films (Biomax; Kodak). The slides were thereafter defatted in xylene, dipped into NTB-2 nuclear emulsion (Kodak).

### Combination of immunohistochemistry with in situ hybridization

Immunohistochemistry was combined with the *in situ* hybridization histochemistry protocol to determine the types of cells that express Cd44, Cd83, Cp, Lcn2, Saa3, Stat1 and Tnfsf9 transcripts. Anti-CD31 was used to stain the endothelial cells of the vasculature, whereas anti-ionized calcium binding adapter molecule 1 (IBA1), anti-glial fibrillary acidic protein (GFAP) and anti-neuron specific nuclear protein (NEUN) labeled cells of myeloid (macrophages and microglia), astroglial and neuronal lineages, respectively. Dual labeling was performed as described in [48]; rat anti-mouse CD31 (BD Biosciences Pharmingen), rabbit anti-human IBA1 (Wako), monoclonal anti-mouse GFAP (Chemicon) and monoclonal anti-mouse NEUN (Chemicon) were diluted at 1∶500, 1∶1500, 1∶1000 or 1∶2000, respectively.

### Iron, Myelin and, FluoroJade B (FJB) staining

Iron (III) staining was performed on free-floating sections as a described improved method for Perls' stain [49]. Specificity of dark brown deposits was verified in replacing potassium ferrocyanide for potassium ferricyanide [for iron (II) detection], which failed to reveal such staining. Myelin content and byproducts were determined via Sudan Black B (SBB) staining, whereas neuronal cell death was investigated by means of the Fluoro-Jade B (FJB) method, as previously described [9], [11].

### Immunohistochemistry and Immunofluorescence

Immunolabeling was performed on free-floating sections following standard procedures detailed in text S1. Cp immunohistochemistry staining specificity was verified using brain sections of *Cp* deficient mice. Double immunofluorescence staining was performed in sequential manner; primary antibody against Cp detection with Alexa488-conjugated goat anti-rabbit was followed by incubation of primary antibodies against CD31, GFAP, IBA1, or MAC-2 that were detected with immunoglobulin antibodies conjugated to Cy3.

Photomicrographs were taken with the same exposure time using a digital camera (QIMAGING) mounted directly on a microscope (Nikon Eclipse 80i). Confocal laser scanning microscopy was performed with a BX-61 microscope equipped with the Fluoview SV500 imaging software 4.3 (Olympus America Inc). Confocal images were acquired by sequential scanning using a two-frame Kalman filter and a z-separation of 1 µm.

### In situ Hybridization signal Analysis

Semi-quantitative analyses of hybridization signals were performed as described previously [11], but differential (ipsilateral–contralateral) optical density (O.D.) was not used for transcripts that had signals extending largely to the contralateral side. The average O.D. after background correction was used for these particularly widely spread mRNAs. Genes with restricted, constitutive or unusual pattern of expression were quantified accordingly to their characteristics to avoid miscalculation or underestimation of signals. Samples from *S. pneumoniae* infection protocol were analyzed at the level of hindbrain. Quantification of area without Plp1 transcript signal (demyelinated regions and areas associated with lesions) was performed as previously described [11].

### Estimation of Area and Volume by Stereology

Stereological analysis was performed as previously described [11]. Systematically sampled sections were stained for iron III or Fluorojade B staining. The area associated with dark Iron III deposits was traced and the total area values for each sample were acquired using Neuroexplorer software (MicroBrightField). Volume of brain regions showing FJB-positive staining was estimated by the Cavalieri method (50-µm point grid) using Neurolucida Stereo Investigator software (Microbrightfield).

### Image processing

Photomicrographs were processed to enhance contrast and image quality using Adobe Photoshop 8 (Adobe Systems) and were assembled using Adobe Illustrator (Adobe Systems). The image edition was kept to a minimum to avoid artifacts. Pictures representing different groups received equivalent image treatment.

### Statistical Analysis

Comparison of group means was performed using an one-way ANOVA followed by a Tukey's HSD procedure as post hoc multiple comparisons test. Two or three factor ANOVA was performed using Bonferroni's correction when applicable and also according to presence or absence of interaction between factors. Student's t-test was applied for comparison between two groups according to homogeneity of variances. All the analyses were carried out with SPSS software version 11.0, except for Logrank test and Logrank test of trend to compare survival curves, which were performed using Prism 4 software.

## Supporting Information

Dataset S1 Excel Spreadsheet; LPS modulated genes
(0.06 MB XLS) Click here for additional data file.

Dataset S2 Excel Spreadsheet; LPS Vs LPS/RU486 differential gene expression
(0.06 MB XLS) Click here for additional data file.

Figure S1 Gene expression exploration data
(2.86 MB PDF) Click here for additional data file.

Figure S2 C1qa and Serping1 expression profile
(0.19 MB PDF) Click here for additional data file.

Figure S3 Cellular site of transcript synthesis
(0.42 MB PDF) Click here for additional data file.

Figure S4 Cp expression and IBA1-Vs MAC2-positive cells
(0.44 MB PDF) Click here for additional data file.

Figure S5 Time-dependent extracellular Cp expression
(0.31 MB PDF) Click here for additional data file.

Text S1 Supplementary Materials and Methods
(0.18 MB PDF) Click here for additional data file.

# Supplementary material for: Genes Involved in the Balance between Neuronal Survival and Death during Inflammation
**Source:** PLoS One. 2007 Mar 21;2(3):e310. doi: 10.1371/journal.pone.0000310
**Supplement:** Figure S2 — C1qa and Serping1 expression profile (0.19 MB PDF)

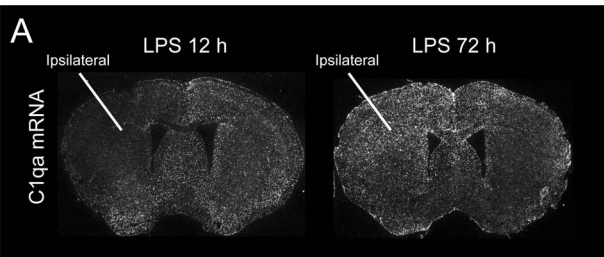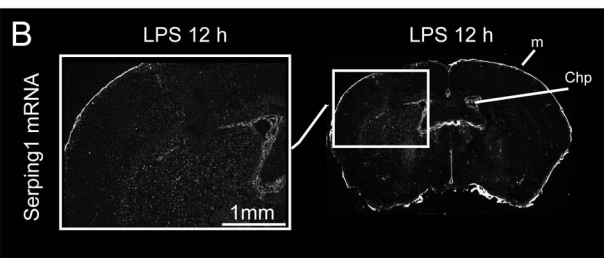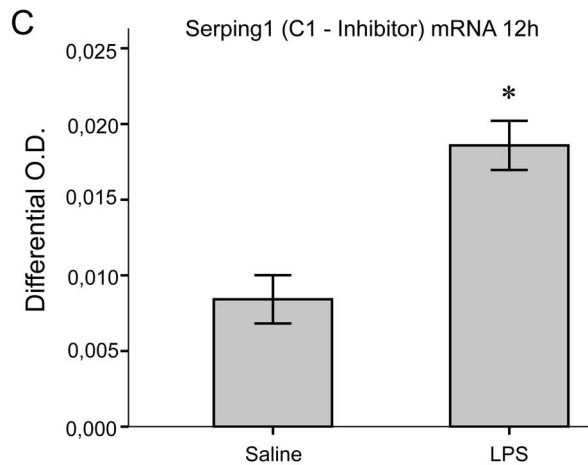

Figure S2 – Dynamic of classical complement pathway in the course of an acute LPS challenge. (A) C1qa mRNA expression following 12 or 72 h post LPS (2.5 µg) intrastriatal infusion. While C1qa gene was locally downregulated in the ipsilateral side of injection at 12 h post-infusion, it was upregulated at the 72 h time-point. (B) Seping1 (C1-inhibitor) is upregulated in the ipsilateral side of injection by a single bolus LPS treatment. (C) Semi-quantitative analysis of Serping1 mRNA levels (differential optical density (O.D.)) in mouse brain 12 h after the intracerebral infusions. Statistical analysis was performed using student t-test, \*  $p < 0.05$ . Abbreviations: chp, choroid plexus; m, meninges. Scale bar: as indicated in the figure.

# Supplementary material for: Genes Involved in the Balance between Neuronal Survival and Death during Inflammation
**Source:** PLoS One. 2007 Mar 21;2(3):e310. doi: 10.1371/journal.pone.0000310
**Supplement:** Figure S4 — Cp expression and IBA1-Vs MAC2-positive cells (0.44 MB PDF)

A

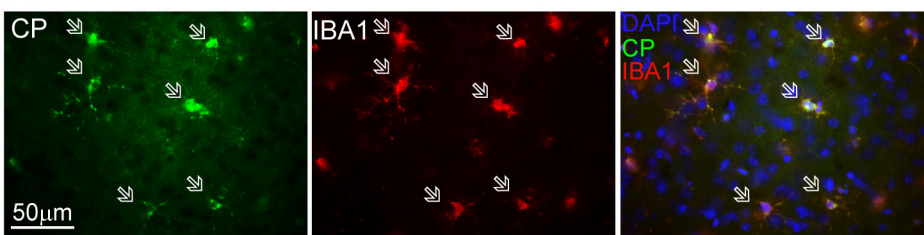

B

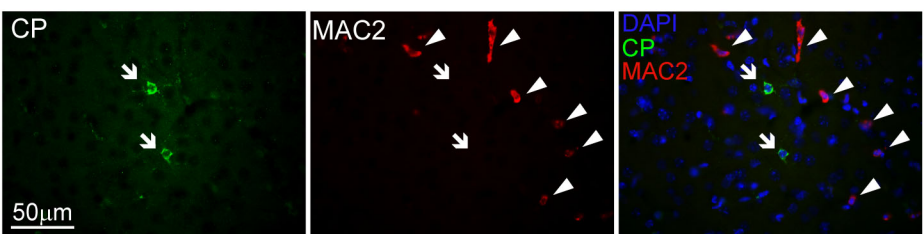

C

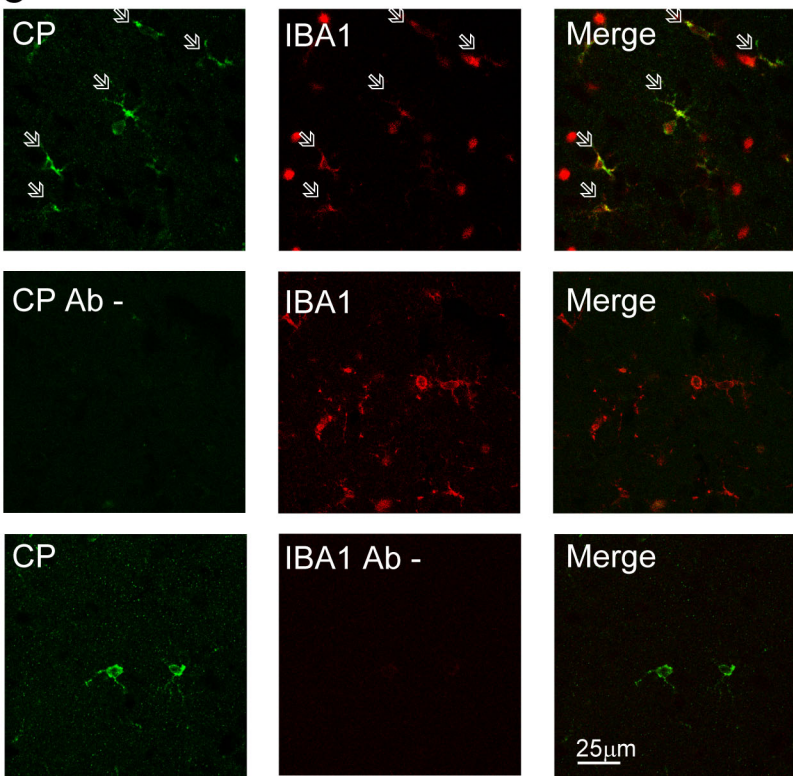

Figure S4 – Comparative co-localization of Ceruloplasmin protein expression with IBA1- and MAC2-positive cells. (A) Epifluorescence photomicrograph depicting Cp protein (CP - green) or IBA-1 (red) immunolabeling onto brain slices of a mouse brain challenged with LPS (2.5  $\mu$ g) and sacrificed 24 h post-injection. Ramified Cp protein-positive cells are comparable to IBA1-stained cells morphology/localization. IBA1-positive cells are widely distributed throughout the brain parenchyma. (B) Similar to “A” however, in this panel, red labeled cells represent MAC2-positive cells. Cells expressing MAC-2, unlike IBA1-positive cells, presented restricted distribution to the ipsilateral side of LPS injection. These cells were mostly amoeboid-like and rarely overlapped with CP-positive cells. (C) As CP and IBA1 antibodies were generated in rabbits, we performed proper controls to discard the possible artifact of co-localization between CP and IBA1. Each horizontal series of pictures represent the following combinations analyzed by confocal laser scanning: first row, both primary antibodies were used in sequential manner; second row, CP primary antibody was omitted; third row, IBA1 primary antibody was omitted. Please refer to “Supplementary Experimental Procedures” section for details. Scale bars: as indicated for each set of experiment; (A) and (B) were pictures taken at the same magnification. Empty white arrows: cells that co-localize; full white arrows: superimposed position of CP-positive cells that do not overlap; white arrowheads: MAC2-positive cells.

# Supplementary material for: Genes Involved in the Balance between Neuronal Survival and Death during Inflammation
**Source:** PLoS One. 2007 Mar 21;2(3):e310. doi: 10.1371/journal.pone.0000310
**Supplement:** Figure S5 — Time-dependent extracellular Cp expression (0.31 MB PDF)

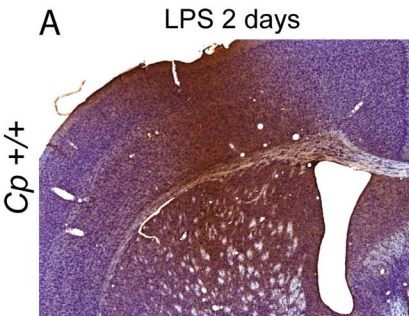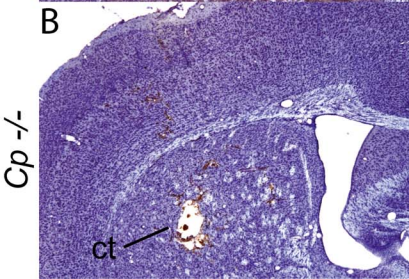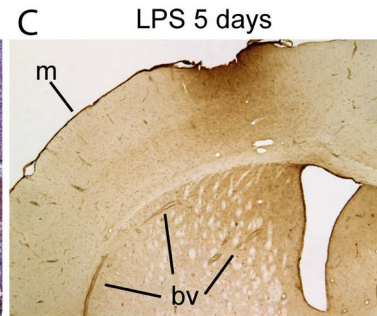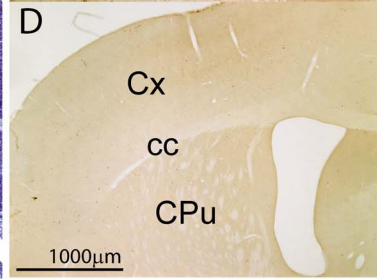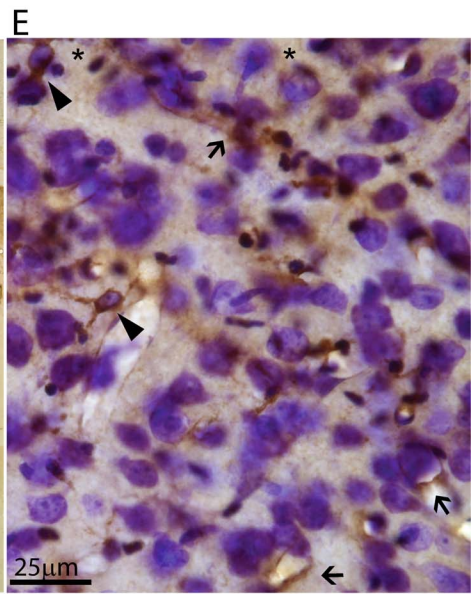

Figure S5 – Ceruloplasmin extracellular immunoreactivity during inflammatory challenge.

(A) Photomicrograph showing dense immunostaining (brown) of Cp 2 days after LPS (2.5  $\mu$ g) intrastriatal infusion (tissue was thionine counter-stained - blue) in *Cp*  $+/+$  mice. (B) Similar treatment does not reveal any immunostaining in *Cp*-deficient mice ( $-/-$ ). (C) Cp immunolabeling 5 days after LPS challenge in *Cp* ( $+/+$ ). (D) Similar to “C”, but in *Cp* ( $-/-$ ) mice. (E) High magnification of staining depicted in “A”. Please note the presence of Cp protein immunoreactivity at the extracellular space. Arrowheads: glial cells; Arrows, blood vessels; \*, extracellular space. Abbreviations: bv, blood vessel; cc, corpus callosum; CPu, caudate putamen; Cx, cortex; m, meninges. Scale bars: as indicated in the figures.

How the deposited data were processed for this re-analysis (not part of the article)

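The deposited data are Affymetrix MOE430A arrays (written MOE403A in the methods) of tissue around the caudate putamen of C57Bl/6 mice, 12 h after an intrastriatal infusion of saline or 2.5 µg of LPS with RU486 (50 mg/kg in 50 µl of DMSO) or its vehicle given before. The paper describes 2 intraperitoneal injections and the sample labels describe 1. The file holds 37 arrays in 8 groups by side, infusion and pretreatment. Conditions and replicate numbers were taken from the sample labels. The ipsilateral groups hold 5 saline, 5 LPS, 4 RU486 and 5 LPS/RU486 arrays, and the contralateral groups hold 4, 6, 4 and 4. According to the methods, 4 chips were removed by the authors' quality control.

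The authors summarised the chips with RMA, which adjusts the background, normalizes by quantiles and combines the probes of a probe set, and the deposited intensity values are on a linear scale. The step from the RMA value to the linear scale was undone by taking the log2 of each intensity. The plan written before the file was seen had assumed log2 values. The file has 22690 probe sets, 0 missing values and 0 arrays identical to another, and all columns were used. After the 64 control probe sets were left out, 22626 were tested. Array medians of 229.65 to 246.15 were left as they were. Precision is limited by the number of arrays per group. Chips carry no counts, so no depth applies.

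Probe sets were named with the mouse annotation supplied as reference. Of the tested probe sets, 20380 map to 1 gene, 691 to several and 1555 to none, which gives 12393 genes, and 20351 probe sets were matched by gene number. For 2 genes that the paper names, no probe set carries their name in this annotation, and they are not reported here. A gene with several probe sets is represented by the one with the highest mean over the 37 arrays.

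The log2 values were fitted with limma 3.58.1 in R 4.3.3 as 1 mean per group, with eBayes (29 residual degrees of freedom, prior degrees of freedom 5.094, prior SD 0.1061). The contrasts were the LPS effect on each side, the RU486 effect on the LPS response (LPS/RU486 minus LPS), the LPS effect under RU486, the RU486 effect without LPS, the interaction of LPS and RU486, the RU486 effect over all groups, and the difference of the LPS effect between the sides. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 within its contrast and a fold change of at least 1.3. The paper draws a fold change of 1.3 as dashed lines in Fig. 1D, which was taken as the limit here. For the details of its tests it refers to Text S1, which was not used here. The p limit used here was set without it. LPS upregulation counted as prevented where LPS raised a probe set on the ipsilateral side and LPS/RU486 lowered it by at least the share of 0.5 of the LPS contrast, and downregulation in the mirrored way. Exacerbated upregulation and induction by the combination alone were taken from the contrasts on either side. The RU486 main effect excluded probe sets with an interaction of LPS and RU486 on either side, an interaction of RU486 and side, or an ipsilateral LPS effect at an adjusted p under 0.05.

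By rule, the genes named are those the paper names from the arrays, those with the largest changes and up to 4 examples per gene list. The largest changes are the 10 largest rises and the 10 largest falls per contrast among genes whose groups do not overlap. For the RU486 effect over all groups, the groups of some of these genes, such as Zmym1, do overlap. Further genes, such as Il12b, Igsf6, Marco and Itih3, are named outside this rule as members of a count or list. The paper's supplementary lists had been read when this rule was written. The 23 gene lists cover acute-phase response, astrocytes, brain endothelium, chemokines and cytokines, choroid plexus and ependyma, complement, cortical neurons, erythrocytes, glucocorticoid-induced genes, the GR-repressed genes of the study, homeostatic microglia, immediate early genes, the interferon and antiviral response, iron handling, JAK-STAT signaling, MHC class I antigen presentation, transcription regulators of neural development, neutrophils and monocytes, oligodendrocytes and myelin, striatal neurons, thalamic neurons, TLR and NF-kappaB signaling, and vascular activation with matrix remodelling. They were tested with camera at a preset correlation of 0.01 in 7 contrasts, with p adjusted over all lists and contrasts, and again with an estimated correlation and with fry. The preset correlation treats genes of a list as nearly independent, and the lists here correlate more than that.

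The pipeline was tested on simulated data of the same design with 100 changed probe sets at each of 2 sizes. Alternatives were to fit only the arrays of the side or of the groups compared, to add the replicate number or the mouse as a block, to normalize again, to leave out dim probe sets (under the 25th percentile), to use trend and robust eBayes or array weights, to change the fold and p limits, to test against the fold limit, to adjust over all contrasts, to use the mean over the probe sets of a gene, and to leave out each array in turn. A further alternative, leaving out 2 contralateral arrays that stood apart, was chosen after seeing the data. Groups were also split again in up to 100 ways. The enrichment of Gene Ontology terms, the in situ hybridization, the PCR and the experiments on Cp-deficient and infected mice were not analysed here.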

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

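The tests of exchanged labels, array quality, little glucocorticoid signaling and thalamic tissue were chosen after the result was seen, and those of the shared LPS arrays and of RU486 without LPS before it.

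On the contralateral side, the array labelled LPS replicate 6 and the array labelled RU486 replicate 4 lie far from the others of their groups. The RU486 score of the first was 0.58 (others -0.63 to -0.232) and that of the second was -0.665 (others 0.451 to 0.588). The second also stood apart for Saa3 (log2 intensity 9.69, others 7.36 to 7.49), Lcn2 (9.88, others 6.25 to 6.68) and Serpina3n (9.84, others 7.91 to 7.98). The same held for Cd44 (8.21, others 6.86 to 7.02) and C1qa (10.4, others 9.85 to 9.89). The first lay below the others of its group for Lcn2 (6.45, others 8.85 to 10.3) and Saa3 (7.32, others 7.91 to 9.47). It did so too for Serpina3n (7.86, others 8.51 to 9.71) and Cd44 (6.87, others 7.19 to 8.43). For C1qa it lay within them (9.9, others 9.79 to 10.1). An LPS mouse with little glucocorticoid signaling beside 1 RU486 mouse with a failed block would leave the LPS scores at their groups, from which they lay at least 2.34 SD away. An exchange of the labels of the 2 arrays is a candidate explanation that stays open, since both scores of each array lay within 0.985 SD of the other array's group, and so does poor quality: the other arrays farthest along the first principal component of the residuals shifted in the RU486 score by at most 0.303 (1.09 and -1.19 for the 2 arrays), which excludes nothing, as LPS replicate 6 does not lie far along that component and no value ties it to quality. The arrays were kept as labelled, and without both, an alternative chosen after seeing the data, 313 probe sets changed with RU486 alone and 317 with RU486 on LPS contralaterally.

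The genes lowered by LPS on the ipsilateral side include markers of thalamic neurons, a tissue the sample descriptions do not name. All 15 genes of the thalamic list were lower after LPS, with a mean of -0.322 on the log2 scale. Those that rise and fall together most between arrays of a group fell most with LPS (correlation 0.896). Less thalamic tissue in the LPS samples may therefore account for these markers, of which Zic1 and Tcf7l2 are also in the list of development regulators. For the other 42 lowered probe sets, with a mean of -0.532, it does not account, since their mean within groups followed the thalamic mean with a correlation of 0.0675. The 37 of them outside the oligodendrocyte list followed the mean of that list within groups (0.742), and whether the content of oligodendrocytes or their regulation accounts for this was not tested. The thalamic list fell in 15 of 15 genes with RU486 without LPS (mean -0.19, camera adjusted p = 3.78e-05, but adjusted p = 0.221 with an estimated correlation) and rose in 15 of 15 with RU486 on LPS (mean 0.17, camera adjusted p = 0.00334, but adjusted p = 0.385 with an estimated correlation), so the content of the samples and an effect of the treatments both stay open.

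The prevented upregulation of 202 probe sets was weighed against the LPS arrays that its contrasts share and against an effect of RU486 in mice without LPS. In 100 simulations that kept the LPS effect and had no effect of RU486, the class held at most 0 probe sets. A probe set enters the class only with a called fall under RU486, and without such an effect the test limit lets few through. The simulations therefore cannot decide what the shared LPS arrays add. In arrays not used to choose the class, the median interaction over divisions of the arrays was -0.567 on the log2 scale, so that RU486 without LPS did not account for the fall. Dependence of the LPS response on GR, as the design tests it, remains a hypothesis consistent with these values.

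Besides these, single arrays stood apart in their group for several genes, where chance alone marks about 1 group in 20. On the ipsilateral side, LPS replicate 5 had a Saa3 log2 intensity of 9.07 (others 11.2 to 11.8) and a C1qa of 9.32 (others 8.79 to 8.89), saline replicate 1 had a Lcn2 of 7.13 (others 9.04 to 9.58), RU486 replicate 4 had a Serpina3n of 8.29 (others 7.88 to 7.92), LPS/RU486 replicate 1 had a Gem of 6.04 (others 5.71 to 5.72), saline replicate 4 had a Cd83 of 7.89 (others 7.62 to 7.68) and LPS/RU486 replicate 2 had a Cd44 of 7.46 (others 7.72 to 7.82). Contralateral saline replicate 2 had a Tnfsf9 of 7.43 (others 7.19 to 7.22). The RU486 score of ipsilateral saline replicate 4 was 0.0108 (others -0.641 to -0.539), the LPS score of ipsilateral RU486 replicate 1 was 7.75 (others 8.3 to 8.4), and the median log2 intensity of ipsilateral LPS replicate 3 was 7.9 (others 7.93 to 7.94).

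The LPS effect differed between the sides at 11 probe sets by a direct test, and the effect of LPS with and without RU486 differed on the ipsilateral side at 5 (higher for C1qa, lower for Igsf6, Acod1, AW112010 and Marco). RU486 without LPS, a comparison for which the paper gives no list, changed 112 probe sets on the ipsilateral side, 28 higher and 84 lower. The arrays on which these 3 counts depend are named in the next part.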

How the results depend on the processing

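The alternative without the contralateral arrays LPS replicate 6 and RU486 replicate 4 was chosen after seeing the data. The LPS effect and the RU486 effect on the LPS response on the ipsilateral side stayed within 1.5 times of 383 and 527 probe sets under every alternative except those of the fold limit, and the prevented upregulation stayed within that range of 202 except with a fold limit of 2, tested against a fold of 1.3 and with the interaction in the place of the contrast. Other counts moved more, above all those of the contralateral side, of RU486 without LPS and of the differences between contrasts. Over all counts, 164 of 245 values under other settings and 213 of 261 without 1 array were within 1.5 times of the reported count. For the named genes no called change reversed its direction in 17622 values under other settings. Of these values 16486 kept their side of the threshold, 712 lost the call and 424 gained one. Settings that alter only the limits or the adjustment keep the fold changes, so no direction could reverse there. In 16188 values without 1 array no called change reversed either, 346 lost the call and 103 gained one. For the gene lists, 805 of 966 values under other settings kept their call, 142 lost it and 19 gained it, and 1634 of 1748 did so without 1 array.

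The fold limit decides by construction how many small changes count. Without it, 672 probe sets were called for the LPS effect, 1219 for RU486 on LPS, 164 for RU486 on LPS contralaterally, 181 for RU486 without LPS, 2954 for the RU486 main effect and 64 for prevented downregulation. With a limit of 2 these counts were 88, 71, 13, 3, 3 and 1, and further 12 for LPS under RU486 on either side, 3 for the interaction, 45 for prevented and 10 for exacerbated upregulation and 0 for induction by the combination alone. Tested against a fold of 1.3, the counts were 57 for LPS, 50 for RU486 on LPS and 1 contralaterally, 6 for LPS under RU486 and 1 contralaterally, 1 for the interaction, 0 for RU486 without LPS, 7 for the main effect, 3 for the difference of the LPS effect between the sides, 19 for prevented upregulation (33.3% of the LPS-modulated probe sets), 2 for prevented downregulation, 1 for exacerbated upregulation and 0 for the combination alone. At an adjusted p under 0.01 they were 28 for RU486 on LPS contralaterally, 3 for the interaction, 15 for RU486 without LPS, 5 for the side difference and 12 for prevented downregulation. With the interaction in place of the contrast of LPS/RU486 with LPS, 4 probe sets had prevented upregulation (1.04%), 1 prevented downregulation, 0 exacerbated upregulation and 1 induction by the combination alone.

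The cause of the following changes was not tested. Adjusted over all contrasts, the counts were 12 for LPS contralaterally, 38 for LPS under RU486 contralaterally, 56 for the interaction, 29 for RU486 without LPS contralaterally and 37 for the side difference. Array weights gave 503 for RU486 on LPS contralaterally, 71 and 212 for LPS under RU486 on the ipsilateral and contralateral side, 125 for the interaction, 372 and 182 for RU486 without LPS, 26 for the side difference, 65 for prevented downregulation and 24 for the combination alone. The arrays of the side alone gave 21 for RU486 on LPS contralaterally, 11 for the interaction, 317 for RU486 without LPS and 38 for prevented downregulation. The groups compared alone gave 6 for RU486 on LPS contralaterally, 71 for LPS under RU486, 279 for RU486 without LPS, 7 for exacerbated upregulation and 4 for the combination alone. Trend and robust eBayes gave 5 for the side difference, leaving out dim probe sets gave 4 for it and 1 for the combination alone, and a second quantile normalization gave 2 for RU486 without LPS contralaterally. Without the 2 contralateral arrays the counts were 3 for LPS contralaterally, 317 for RU486 on LPS contralaterally, 32 for the interaction, 255 and 313 for RU486 without LPS, 7 for the side difference and 34 for prevented downregulation.

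The sides of each brain were separated, but the labels do not say that a replicate number marks a mouse, and the numbers were not taken as pairs, since not every pair correlated over 0.1. For arrays of opposite sides with the same treatment and number, the mean correlation of the residuals was 0.0908, over 0.1 in 12 of 17 pairs, with a range of -0.384 to 0.455, against -0.0227 for different numbers, and 19 of 34 arrays had their best partner on the other side under their own number. This is a hint from the data that some numbers may mark mice, which the side differences and their permutations do not take into account. With the replicate block, limma called 402 probe sets for LPS, 380 of them shared with the 383, and 561 for RU486 on LPS, 525 of them shared with the 527. The block gave 1 for LPS contralaterally, 278 for RU486 on LPS contralaterally, 220 and 5 for RU486 without LPS and 5 for the side difference, and the side difference of RU486 on LPS went from 18 to 4, against 28 with the mouse as a random block.

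Leaving out 1 array gave 298 to 446 probe sets for LPS and 0 to 2 contralaterally, 407 to 651 for RU486 on LPS and 25 to 338 contralaterally, 16 to 31 for LPS under RU486 (16 without ipsilateral RU486 replicate 1) and 14 to 284 contralaterally (284 without contralateral LPS/RU486 replicate 2), 185 to 248 for the main effect, 5 to 57 for the side difference, 143 to 250 for prevented upregulation (46.3% to 56.4%), 14 to 37 for prevented downregulation (37 without ipsilateral LPS replicate 5), 14 to 22 for exacerbated upregulation and 2 to 35 for the combination alone (35 and 4 without contralateral LPS/RU486 replicate 2 and 4). The contralateral LPS count of 2 came without LPS replicate 4, and of 1 without saline replicate 2 or 3. For RU486 on LPS contralaterally the count was 39, 51, 56 and 259 without LPS replicate 1, 2, 3 and 6, and 25, 338, 53 and 33 without LPS/RU486 replicate 1, 2, 3 and 4. For the side difference it was 57 without ipsilateral LPS replicate 5, 7 without ipsilateral LPS replicate 1 or 2, 6 without contralateral LPS replicate 6 or ipsilateral saline replicate 5, and 5 without contralateral saline replicate 1, 2 or 3, contralateral LPS replicate 4, ipsilateral saline replicate 1 or ipsilateral LPS replicate 3. For the interaction the range was 3 to 71, with 71 without ipsilateral LPS replicate 5, 25 without ipsilateral saline replicate 2, and 3 without ipsilateral saline replicate 1 or 3, LPS replicate 1, RU486 replicate 1, 2 or 4, or LPS/RU486 replicate 1, 3, 4 or 5. For RU486 without LPS it was 10 to 295, with 295, 65, 36 and 24 without ipsilateral saline replicate 4, 5, 1 and 3, and 10, 41 and 61 without ipsilateral RU486 replicate 2, 3 and 1. Contralaterally it was 0 to 210, with 210 without RU486 replicate 4 and 9 without saline replicate 3. The intensities alone do not separate a dim signal from the background of a chip. In simulated data of this design, limma recovered 93 of 100 ipsilateral LPS changes of 0.5 on the log2 scale and 72 of 100 such interactions. In the real data the 202 probe sets with prevented upregulation had a median interaction of -0.585, and 4 of them were called. The simulated rate therefore does not carry over to these probe sets. A missing interaction call among them does not show that there is no interaction.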

Differences from the paper's values

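For 1 count the values differ by more than 1.5 times. The paper's count of probe sets with a GR-blockage main effect is 47, and here it is 203, at a fold limit of 1.3 and an adjusted p under 0.05. The paper draws this fold change as dashed lines in Fig. 1D and refers for details to Text S1, which was not used here. The thresholds may therefore differ. Of the alternatives set before the data were examined none came within 1.5 times of the paper's count. With the replicate block it was 237, with the mouse as a random block 202, after a second quantile normalization 205, with array medians subtracted 201, without dim probe sets 174, with trend and robust eBayes 205, with array weights 218, without a fold limit 2954, with a fold limit of 2 it was 3, with an adjusted p under 0.01 it was 209, tested against a fold of 1.3 it was 7, adjusted over all contrasts 203, and without the exclusion of interactions 283. Without the 2 contralateral arrays that stood apart, an alternative chosen after seeing the values, it was 271.

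The other counts lie within 1.5 times of the paper's. The paper counts 345 probe sets changed by LPS and 235 selected by the effect of RU486, and here they are 383 and 244. Of the 345 probe sets in the paper's list, 332 were called here, 13 were not, and 51 were called here alone. Among those 13, fitting the ipsilateral arrays alone called 11, fitting the groups compared 4, the replicate block 7, a second quantile normalization 3, leaving out dim probe sets 1, array weights 12, and leaving out the 2 arrays, chosen after seeing the values, 9. Of 185 probe sets the paper lists with upregulation prevented, 172 were in that class here. The log2 fold changes computed here and the paper's correlate at 0.999 across the listed probe sets for LPS on the ipsilateral side.

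For Bach1 the paper states induction only by LPS with RU486. Here LPS/RU486 was above LPS on both sides at 1440831_at. The contralateral call was lost with the arrays of that side alone or the groups compared alone, and 1449311_at was not called there. LPS under RU486 on the ipsilateral side gave a log2 fold change of 0.48 with an adjusted p of 0.604 from limma, which did not pass. Fitting the groups compared alone, array weights and the mean over its probe sets called it. For Pim1 the paper states that RU486 intensified the induction by LPS. Here the contralateral change was 0.39 (adjusted p = 0.0599 from limma) and did not pass, whereas it passed after a second quantile normalization (0.42), with p adjusted over all contrasts, without contralateral LPS replicate 6, and without the 2 arrays that stood apart, chosen after seeing the values.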

Other observations

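RU486 without LPS lowered more transcripts than it raised on the ipsilateral side, 84 probe sets against 28. Arc fell, with a log2 fold change of -1.37 (adjusted p = 0.0136 from limma), as did Dio2, with -0.81 (adjusted p = 0.0177 from limma), and the myelin gene Pllp rose by 0.69 (adjusted p = 0.0149 from limma), each in 4 of 4 arrays. Of 23 genes of oligodendrocytes and myelin, limma called 0 (0 when adjusted over the list alone), and camera did not call the list (adjusted p = 0.408). Contralaterally limma called 0 probe sets for RU486 without LPS, and 1556 had an unadjusted p under 0.05, but the count was 210 without contralateral RU486 replicate 4, 9 without contralateral saline replicate 3, 182 with array weights and 313 without the 2 contralateral arrays that stood apart, chosen after seeing the data. In LPS mice, RU486 raised Aspa, which breaks down N-acetylaspartate in oligodendrocytes, by 0.81 (adjusted p = 0.00414 from limma), and the myelin gene Mog by 0.72 (adjusted p = 0.00735 from limma), each in 5 of 5 arrays.

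Of 25 genes that glucocorticoids induce, 11 were lower with LPS/RU486 than with LPS on the ipsilateral side (14 when adjusted over the list alone, camera adjusted p = 2.4e-14, but adjusted p = 0.0691 with an estimated correlation). LPS alone raised 3 of them (7 when adjusted over the list alone, camera adjusted p = 5.09e-06, but adjusted p = 0.242 with an estimated correlation). RU486 without LPS called 0 of the 25 on the ipsilateral side (3 lower when adjusted over the list alone, camera adjusted p = 1.58e-06, but adjusted p = 0.221 with an estimated correlation), with a median log2 fold change of -0.21 against -0.43 in LPS mice. The interaction was downward by camera (adjusted p = 0.000616), but adjusted p = 0.385 with an estimated correlation. Among 24 immediate early genes LPS raised 5 (5 when adjusted over the list alone, camera adjusted p = 0.00489, but adjusted p = 0.221 with an estimated correlation). LPS called no gene of the lists of astrocytes, choroid plexus and ependyma, cortical neurons, striatal neurons and erythrocytes (none when adjusted over the list alone). Camera gave these lists adjusted p = 0.0104, 0.132, 0.227, 0.0956 and 0.316, and for the astrocytes, the only call, adjusted p = 0.445 with an estimated correlation.

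Other splits of the same arrays into groups of the same sizes were counted for each comparison, where as many calls in fewer than 5 of 100 splits exclude chance. The LPS effect on the ipsilateral side, with 383 probe sets (highest other 276), was as large in 1 of 100 splits. RU486 on LPS gave 527 (highest other 193) in 1 of 100 ipsilaterally and 91 (highest other 132) in 2 of 100 contralaterally. LPS under RU486 gave 30 (highest other 4) in 1 of 100, and the RU486 main effect 203 (highest other 0) in 1 of 100. RU486 without LPS gave 112 (highest other 249) in 2 of 100. Permuted residuals gave as many as the 5 interactions in 3 of 100 (highest other 14) and as many as the 11 side differences in 2 of 100 (highest other 116). For all of these chance is excluded, although single splits or permutations called several times the count of the interactions and of the side differences. The source of such high counts was not tested. Chance is not excluded for LPS under RU486 contralaterally, with 21 (highest other 158) in 5 of 35, where the source of the highest count was likewise not tested. Where the count was 0, every split reached it, 100 of 100 for LPS contralaterally (highest other 148) and 35 of 35 for RU486 without LPS contralaterally (highest other 738). What these high counts reflect was not tested. By camera at the preset correlation, LPS moved 18 of the 23 gene lists, a number reached in 4 of 100 splits (highest other 19). RU486 on LPS moved 16, reached in 5 of 100 (highest other 17). The limit is passed narrowly for LPS and is not passed for RU486 on LPS. Camera at this correlation thus moved most lists for some other groupings too, and the number of lists moved is weak evidence for either effect.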
